# Nuclear actin-dependent *Meg3* expression suppresses metabolic genes by affecting the chromatin architecture at sites of elevated H3K27 acetylation levels

**DOI:** 10.1093/nar/gkaf280

**Published:** 2025-04-14

**Authors:** Nadine Hosny El Said, Wael Abdrabou, Syed Raza Mahmood, Tomas Venit, Youssef Idaghdour, Piergiorgio Percipalle

## Abstract

Nuclear actin mediates enhancer-dependent transcriptional regulation at compartment level, playing critical roles in 3D genome organization. In β-actin depleted cells, H3K27 acetylation is enhanced, directly affecting enhancer-dependent transcriptional regulation and gene expression changes during compartment-switching. Here, we report these mechanisms are influenced by the long non-coding RNA (lncRNA) *Meg3*. Bulk RNA-seq analysis and qPCR on wild-type (WT), heterozygous (HET), and β-actin knockout (KO) mouse embryonic fibroblasts (MEFs) show that β-actin depletion significantly alters expression of several lncRNAs, including *Meg3*. Results from ChIRP-seq, ChIRP-MS, and fRIP-qPCR revealed that in β-actin KO cells, Meg3 becomes enriched and binds to H3K27 acetylation marks within gene regulatory regions. By integrating RNA-seq, H3K27 acetylation ChIP-seq, ATAC-seq, and HiC-seq data through activity by contact (ABC) analysis, we discovered *Meg3* binding disrupts promoter–enhancer interactions in β-actin KO cells. These results, combined with metabolomics in WT, HET, and β-actin KO MEFs, show *Meg3* binding to regulatory regions at sites of increased H3K27 acetylation impairs the expression of genes involved in the synthesis of chondroitin, heparan, dermatan sulfate, and phospholipases. We propose that in β-actin KO cells *Meg3* binds to H3K27 acetylation levels. This interferes with promoter–enhancer interactions, disrupts genome organization, and downregulates gene expression and key metabolic pathways.

## Introduction

The mammalian genome is hierarchically organized into large chromatin compartments, stretches of either active (A compartment) or inactive chromatin (B compartment), which consist of self-interacting genomic regions known as topologically associating domains (TADs) and chromatin loops. This complex architecture arises from both short- and long-range interactions between intra- and inter-chromosomal loci, including promoter–enhancer contacts, which stabilize chromatin loops and can result in gene activation or repression [1, 2]. Several factors maintain genomic architecture, including CTCF, the cohesin complex [3–7] and nuclear actin, which has recently emerged as a critical regulator of 3D genome organization at compartment level [8–11]. Notably, loss of β-actin leads to significant compartment switching, where chromatin compartments shift between interactions with euchromatin and heterochromatin (A–B or B–A changes). These alterations induce reversible changes in 3D genome architecture and impact both chromatin remodeling activities and nuclear compartmentalization. Indeed, upon β-actin depletion the ATP-dependent SWI/SNF (SWItch/Sucrose Non-Fermentable)/BAF (mammalian SWI/SNF complex) chromatin remodeling complex is impaired and this affects local chromatin accessibility and transcription. In β-actin KO mouse embryonic fibroblasts (MEFs), the Polycomb Repressive Complex 2 (PRC2) replaces SWI/SNF, leading to increased methylation, chromatin compaction, altogether resulting in disrupted enhancer-dependent transcriptional regulation [10, 12–15]. Actin also associates with the heterogeneous nuclear ribonucleoprotein hnRNP U to promote clustering of the RNA polymerase II machinery [16, 17] while at transcription start sites, in complex with the hyperphosphorylated RNA polymerase II C-terminal domain (CTD), it also mediates recruitment of histone-modifying enzymes and enhance RNA polymerase II-mediated transcription elongation [17, 18]. Notably, actin is also co-transcriptionally associated with the nascent ribonucleoprotein complex (RNP) and remains associated with mature RNPs in complex with A/B type hnRNP proteins [19–21] to promote RNP stability [8, 22]. Altogether, these actin-dependent mechanisms profoundly influence gene expression and cellular processes, such as neurogenesis [23], osteogenesis [24], and adipogenesis [25]. In rat peritoneal mast cells, a decrease in ATP leads to elevated nuclear actin levels, indicating a potential role for nuclear actin in cellular stress responses [26]. Similarly, an increase in nuclear actin levels has been observed in monocytic HL-60 cells following stimulation with phorbol ester, suggesting its involvement in regulating macrophage differentiation [27]. Additionally, there is evidence of physiological signals that raise cAMP levels inducing a rapid rise in nuclear actin monomer levels in vascular smooth muscle cells (VSMCs) [26]. In all these cases, β-actin deletion affects cell fate commitment and, therefore, impairment of these actin-based mechanism may be a potential cause of major pathologies.

Chromatin-modifying enzymes are regulated by long non-coding RNAs (lncRNAs) and this critically impacts on various cellular processes such as cell proliferation, differentiation, and, more generally, on the establishment of cell identity [28]. lncRNAs bind to chromatin modifying enzymes and function as guides to anchor them to specific genomic locations or as decoy to sequester them from specific genomic sites, affecting covalent histone modifications. lncRNAs can also affect chromatin accessibility as part of ATP-dependent chromatin remodeling complexes where they serve as scaffold to assemble the complex itself for localized chromatin modification. For instance, the Mhrt lncRNA binds to Brg1 which leads to Brg1 sequestration from genomic DNA loci and inhibits Brg1-dependent gene regulation. The lncRNA *Meg3* (maternally expressed imprinted lncRNA Gene), on the other hand, regulates PRC2. *Meg3* facilitates recruitment of the PRC2 subunits JARID2 and EZH2—a polycomb group histone methyltransferase that targets trimethylated histone 3 lysine 27 (H3K27me3)—to the chromatin for histone H3 methylation. Through this mechanism it is directly involved in the epigenetic control of several genes including genes implicated in stemness [28], epithelial-to-mesenchymal transition (EMT) [29], and enhanced TGF-β (transforming growth factor β) pathway genes [30], where EZH2 recruitment and increased *Meg3* levels mediate transcriptional repression induced by TGF-β signaling [29, 30]. In turn, enhanced TGF-β signaling has an overall impact on chromatin accessibility with increased H3K27 acetylation at enhancers [31]. Enhanced TGF-β signaling is also a downstream effect of nuclear β-actin depletion when extensive genetic reprogramming results from genome re-organization and alterations in promoter–enhancer interactions due to increased H3K27 acetylation [12, 13, 32]. However, the functional significance of a possible association of lncRNAs with increased H3K27 acetylation and their impact on genome organization upon β-actin depletion is not known.

We, therefore, set out to investigate if nuclear actin controls lncRNAs expression levels and whether this may have an impact on the spatial organization of the genome and gene expression. To this end, we used β-actin KO MEFs isolated from an embryonic lethal β-actin KO (β-actin KO MEFs) exhibiting an intact and functional cytoplasmic cytoskeleton as a consequence of increased levels of α-smooth muscle actin [32–34]. For comparison, we used wild-type (WT) MEFs as well as MEFs isolated from a heterozygous condition (HET) where only one of the β-actin alleles is ablated [33]. Using a combination of bulk RNAseq and qPCR (real-time quantitative polymerase chain reaction) analyses performed on total RNA isolated from WT MEFs, β-actin KO MEFs and HET MEFs, we demonstrate that expression of several lncRNAs is directly affected by β-actin depletion. *Meg3* expression is particularly upregulated in β-actin KO cells. Results from ChIRPseq, ChIRP-MS, and formaldehyde crosslinking-RNA immunoprecipitation (f-RIP)/qPCR experiments show alterations in *Meg3* genomic association and *Meg3* enrichment at or close to regulatory sites (enhancers and promoters) specifically exhibiting elevated H3K27 acetylation in the KO condition. Results from activity by contact (ABC) analysis using RNA-seq, H3K27ac ChIP-seq, ATAC-seq, and HiC-seq data in WT and β-actin KO MEFs show that *Meg3* enrichment at H3K27ac sites leads to loss of promoter–enhancer interactions. This, in turn, contributes to the repression of genes involved in chondroitin, heparan, dermatan sulfate, and phospholipases biosynthetic pathways. We propose that *Meg3* binds to sites of enhanced H3K27 acetylation. This, in turn, interferes with promoter–enhancers interactions, impairing local genome organization (or DNA looping), and leads to gene expression alterations.

## Materials and methods

### Cell culture

WT, HET, and β-actin KO MEFs are a gift of Dr. Christophe Ampe, University of Gent, Belgium. Cells were maintained and cultured with Dulbecco’s modified Eagle medium (DMEM) with high glucose, 10% fetal bovine serum (FBS), 100 U/ml penicillin, and 100 μg/ml streptomycin, in a humidified incubator with 5% CO_2_ at 37°C.

### ChIP-seq

WT or β-actin KO MEFs were crosslinked using 1% formaldehyde (Sigma cat. No. F8775) for 10 min. Then, quenching was carried out using 0.125 M glycine for 5 min. Cells were then lysed using lysis buffer 1: LB1 (50 mM Hepes KOH, pH 7.5, 10 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, and 0.25% Triton X-100). Nuclei were pelleted, collected, and then washed using lysis buffer 2, LB2, containing 10 mM Tris–HCl, pH 8, 200 mM NaCl, 1 mM EDTA, and 0.5 mM ethylene glycol bis(2-aminoethyl ether)-N,N,N',N'-tetraacetic acid (EGTA). This was followed by lysis using lysis buffer 3, LB3, containing 10 mM Tris–HCl, pH 8, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na-deoxycholate, and 0.5% *N*-laurylsarcosine. Chromatin was then sheared using Qsonica Sonicator (4 cycles of 3 min at 70% amplitude), and then checked on 0.8% agarose gel. Hundred micrograms of fragmented chromatin was mixed with 5 g of *Ezh2* (D2C9) XP Rabbit mAb antibody, Cell signaling. The protein–antibody immunocomplexes were recovered by the Pierce Protein A/G Magnetic Beads (Thermo Scientific). Beads and attached immunocomplexes were washed twice using low salt wash buffer (LS) (0.1% SDS, 2 mM EDTA, 1% Triton X-100, 20 mM Tris–HCl pH 8, 150 mM NaCl), and high salt (HS) wash buffer (0.1% SDS, 2 mM EDTA, 1% Triton X-100, 20 mM Tris–HCl pH 8, 500 mM NaCl), respectively. The beads were then resuspended in elution buffer containing 50 mM Tris–HCl pH 8, 10 mM EDTA, 1% Sodium Dodecyl Sulfate (SDS). De-crosslinking was achieved through adding 8 μl of 5 M NaCl and incubating at 65°C overnight. RNase A (1 μl, 10 mg/ml) was added to the tube for a 30 min incubation at 37°C. Then, 4 μl of 0.5 M EDTA, 8 μl of 1 M Tris–HCl, and 1 μl of 20 mg/ml proteinase K (0.2 mg/ml) were added for a 2 h incubation at 42°C to digest the chromatin. DNA was then purified by QIAquick PCR purification kit (Qiagen, Germantown, MD, USA) for qPCR analysis (for primers see Supplementary Table S4) and sequencing. ChIP-seq library preparation was done using the TruSeq Nano DNA Library Prep Kit (Illumina, San Diego, CA, USA) and then sequenced with the HiSEq 2500 sequencing platform (performed at the NYUAD Sequencing Center).

### ChIRP-seq

Biotin-labeled antisense oligo probes (see Supplementary Table S4) were purchased from Integrated DNA Technologies (IDT) and were designed against Mouse *Meg3* lncRNA according to Chu *et al.* [35] using the following criteria: 1 probe per 100 bp of length, GC% target = 45, oligonucleotide length of 20, and a spacing length of 6080 bp. Probes, numbered and divided into even and odd numbered pools, were diluted up to 100 μM concentrations. WT and β-actin KO MEFs were fixed using 1% glutaraldehyde for 10 min, and then quenched using one-tenth volume of the 1.25 M glycine for 5 min. The cells were then pelleted, lysed, and sonicated using a Qsonica Sonicator under a 30 s on, 30 s off cycle for 3–4 h (four cycles of 3 min at 70% amplitude), until a clear lysate was obtained. The sonicated chromatin was then centrifuged at 16 100 RCF (Relative Centrifugal Force) for 10 min at 4°C and aliquoted into 1 ml of samples. RNA and DNA INPUT were withdrawn from the samples and stored at −20°C. Each 1 ml of chromatin sample was mixed with 2 ml of hybridization buffer, followed by the addition of 1 μl of 100 pmol/μl probes per 1 ml of chromatin. The samples were then incubated at 37°C for 4 h with shaking. For the pulldown assay, streptavidin-conjugated C-1 magnetic beads were washed with lysis buffer before use. Hundred microliters of beads per 100 pmol of probes were added to each sample and incubated for 30 min at 37°C with shaking. After five rounds of washing, the beads were resuspended in 1 ml of wash buffer. From each 1 ml of sample, 100 μl was used for RNA isolation using Trizol, while the remaining fraction was used for DNA isolation and followed by library preparation and sequencing. The efficiency of the Meg3 lncRNA pulldown was assessed using qPCR, with NONO serving as the negative control (Miao *et al.*, 2018).

### ChIRP-MS

The ChIRP-MS protocol was adapted from the Chang lab [36, 37]. Briefly, 20 p150 flasks of either WT or β-actin KO MEFs were crosslinked for 30 min with 3% formaldehyde and quenched with 0.125 M glycine for 5 min. For a total of ∼500 million cells, 100 mg of cell pellet, centrifuged at 2000 RCF as advised, was resuspended well in 1 ml of lysis buffer. Cells were sonicated using the Qsonica Sonicator until lysis got clear, and then DNA was extracted and run to check that the sonication was enough to proceed.

### ATAC-seq

The ATAC-seq data were obtained from Mahmood *et al.* [13]. Briefly, two biological replicates were used for each condition. Samples with 50 000 cells per condition were shipped in frozen medium including DMEM (Dulbecco's Modified Eagle Medium) with 50% FBS (fetal bovine serum) and 10% Dimethyl Sulfoxide (DMSO) on dry ice to Novogene (Beijing, China). All subsequent processing was performed by Novogene using standard DNA extraction and library preparation protocols. Cell nuclei were isolated, mixed with Tn5 Transposase with two adapters, and tagmentation was performed for 30 min at 37°C. The fragmented DNA was purified and amplified with a limited PCR cycle using index primers. Libraries were prepared according to recommended Illumina NovaSeq6000 protocols. All ATAC-Seq processing was performed by Novogene (Beijing, China).

### HiC-seq

The HiC-seq data sets were from Mahmood *et al.* [13]. Briefly, two biological replicates were used for each condition. Samples with 1 million cells per condition were fixed with 2% formaldehyde for 10 min. The cell pellets were washed twice by 1× phosphate-buffered saline (PBS) and then stored at −80°C. Frozen pellets were shipped on dry ice to Genome Technology Center at NYU Langone Health, NY. All subsequent processing was performed by Genome Technology Center at NYU Langone Health using standard DNA extraction and library preparation protocols. Hi-C was performed at Genome Technology Center at NYU Langone Health, NY from 1 million cells. Experiments were performed in duplicates following the instructions from Arima Hi-C kit (Arima Genomics, San Diego, CA). Subsequently, Illumina-compatible sequencing libraries were prepared by using a modified version of KAPA HyperPrep library kit (KAPA BioSystems, Willmington, MA). Quality check steps were performed to assess the fraction of proximally ligated DNA labeled with biotin, and the optimal number of PCR reactions needed to make libraries. The libraries were loaded into an Illumina flowcell (Illumina, San Diego, CA) on a NovaSeq instrument for paired-end 50 reads.

### ATAC-seq and ChIP-seq (*Ezh2*) preprocessing

Raw reads were quality trimmed using Trimmomatic 64 and analyzed with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) to trim low-quality bases, systematic base calling errors, and sequencing adapter contamination. Specific parameters used were “trimmomatic_adapter.fa:2:30:10 TRAILING:3 LEADING:3 SLIDINGWINDOW:4:15 MINLEN:36.” Surviving paired reads were then aligned against the mouse reference genome (GRCm38) using Burrows-Wheeler Aligner BWA-MEM 65. The resulting BAM alignments were cleaned, sorted, and deduplicated (PCR and optical duplicates) with PICARD tools (http://broadinstitute.github.io/picard). Bigwig files were generated using deeptools 66 command bamCoverage -bs 10 -e –ignoreDuplicates –normalizeUsingRPKM. Encode blacklisted regions were removed and replicate bigwig files were averaged using the deeptools 66 command bigwigCompare –operation mean. Bigwig files were analyzed with computeMatrix function of deeptools 66 to plot average signal around regions of interest.

### ATAC-seq differential analysis

Differential analysis was performed using HOMER 60. Processed bam files were converted to HOMER tag directories followed by annotation and differential analysis with the scripts annotatePeaks.pl and getDiffExpression.pl. ATAC-Seq peaks were called on cleaned, deduplicated bam files using macs2 with the parameters -q 0.05 -g mm –keep-dup all –nomodel –shift − 100 –extsize 200 -B –broad -f BAMPE 67. Peaks common to two replicates in each condition were retained and merged using homer command mergePeaks. Differential peaks were identified and annotated using homer scripts annotatePeaks.pl and getDiffExpression.pl. Peaks showing more than two-fold change were divided into three clusters containing 84, 391, and 539 peaks using deeptools kmeans clustering. Clusters containing 391 and 539 peaks were classified as activated and repressed and used for further analysis. Promoters showing more than twofold change in ATAC signal with FDR (False Discovery Rate) < 0.05 were identified using HOMER command annotatePeaks.pl tss mm10 -size -1000 100 -raw and getDiffExpression.pl. To identify enhancers showing more than two-fold change in ATAC signal with FDR < 0.05, enhancer–promoter pairs for MEFs were downloaded from http://chromosome.sdsc.edu/mouse/download/Ren_supplementary table7.xlsx18. Regions 2 kb upstream and downstream of enhancer peaks were analyzed using annotatePeaks.pl and getDiffExpression.pl. To make plots of nucleosome occupancy, bam files were filtered to remove insert sizes < 30 bp and processed with the NucleoAtac 68 pipeline using default settings and previously called atac-seq peaks. The resulting bedgraph files were converted to bigwigs and nucleosomal signal was plotted in 5 kb regions surrounding TSSs of interest using deeptools.

### *Ezh2* differential analysis

Differential analysis was performed using HOMER. Processed bam files were converted to HOMER tag directories followed by annotation and differential analysis with the scripts annotatePeaks.pl and getDiffExpression.pl. Peaks were called using the macs2 67 command: macs2 callpeak -t Rep-1.bam Rep-2.bam -q 0.05 -g mm -c Input.bam (bam file for the relevant input control) –keep-dup all -B -f BAMPE –nolambda –nomodel –broad. WT and KO peaks were merged using HOMER command mergePeaks. Differential peaks were identified and annotated using homer scripts annotatePeaks.pl and getDiffExpression.pl. Overlap of TSSs with known polycomb targets for Fig. 2D was estimated using data from 19. A transcript was regarded as a target if at least one polycomb subunit bound within 1 kb of its TSS. GC and CpG content for *Ezh2* peaks was obtained using the HOMER command annotatePeaks.pl -CpG

### *Brg1*, H3K9me3, and H3K27me3 ChIP-seq analysis

For *Brg1*, H3K9me3, and H3K27me3 analysis, bigwig files were downloaded from GEO accession number GSE100096. Blacklisted regions were removed and replicates were averaged using the deeptools 66 bigwigCompare –operation mean. Merged and cleaned bigwig files were plotted using the deeptools commands computeMatrix, plotProfile, and plotHeatmap. Heatmaps showing pairwise Spearman correlation between various epigenetic marks in Fig. 5 and Supplementary Fig. S4B were generated with deeptools 66 using replicate merged BAM files. To generate compartment-wise heatmaps, bed files of previously identified compartments at 500 kb resolution were divided in 5 kb bins using the bedtools 63 command makewindows and supplied to deeptools command multiBamSummary and plotCorrelation with default settings.

### RNA-seq analysis

RNA seq analysis was carried out for published data of WT and KO, MEFs and induced neurons from MEFs, as well as osteoblast differentiated MEFs at days 4 and 14, as described in [2]. DEseq was used to perform differential expression analysis between WT/KO of the different studies. Raw counts for WT and β-actin KO cells were downloaded from GSE95830, and DESeq2 56 was used to perform pairwise differential expression comparisons between WT/KO cells. Log2 fold change for genes overlapping different ATAC-Seq clusters was averaged. For repeat element analysis, repeat element annotation for the mouse genome was downloaded from the repeatmasker website (www.repeatmasker.org/genomes/mm10/RepeatMasker-rm405-db20140131/mm10.fa.out.gz) and filtered to exclude simple and low complexity repeats. RNA-Seq data were aligned to the genome using bowtie2 and analysis of repeat elements was performed using the Repenrich2 57 pipeline using default settings followed by a differential analysis of the resulting fraction_counts.txt files using edgeR 58.

### Differential transcriptomic analysis

Differential transcriptomic analysis was performed using JMP Genomics 10. A Benjamini–Hochberg false discovery rate threshold of 0.1 was used to infer statistical significance.

### ChIRP-seq analysis

Adapter trimming was performed on raw fastq files using Trimmomatic. Surviving reads were aligned against the relevant reference genome (GRCm38) using Burrows-Wheeler Aligner BWA-MEM. Resulting BAM alignments were cleaned, sorted, and deduplicated (PCR and optical duplicates) with PICARD tools. Four bam files for each condition (two replicates each for even and odd probes) were merged into a single file. Bigwig files were generated using deeptools command “bamCoverage -bs 10 -e –ignoreDuplicates –normalizeUsing RPKM.” Peaks were called on the merged files using macs2 with the following parameters: “macs2 callpeak -t merged.bam -q 0.05 -g mm -f BAMPE -c input.bam –keep-dup all.” Peaks were classified as being unique to WT, KO or shared with the HOMER command “mergePeaks” and annotated with HOMER script “AnnotatePeaks.pl.” Peaks overlapping blacklisted regions were removed using bedtools. Subsequent analysis was performed using custom R scripts. ChIRP-seq data have been deposited in the Gene Expression Omnibus with accession number GSE262113. Annotated ChIRP-seq peaks are found in (Supplementary Table S5).

### Integrative transcriptomic-CHIRP-seq pathway enrichment analyses

In total, 1551 genes were identified to be bound to *MEG3* in actin (KO) replicates compared to WT replicates. Subsequently, we used the differential gene expression data (fold change and adjusted *P-*value) for each of these genes between the KO and WT conditions generated by transcriptomic profiling to perform a metabolic pathway overrepresentation analysis using Ingenuity Pathway Analysis (IPA; Qiagen).

### GO term analysis

All GO term analyses were performed, and figures generated using ShinyGO.

### Large-scale ultra-performance liquid chromatography high-resolution mass spectrometry

Five replicates of Actin WT, HET, and KO cells were used for metabolomic profiling. Approximately 3 × 10^5^ cells per sample were washed twice with ice-cold 0.9% NaCl solution and 300 μl of 100% methanol was added to each well. After 3 min of incubation on ice, cells were scraped using a precooled cell scraper and moved to a cold Eppendorf tube. Cell extracts were centrifuged at 15 000 rpm for 15 min at 4°C, and 200 μl of each supernatant was moved to a new tube for further processing. Next, samples were vacuum dried and reconstituted in 200 μl of cyclohexane/water (1:1) solution for analysis by Ultra Performance Liquid Chromatography High-Resolution Mass Spectrometry (UPLC-HRMS) performed at the VIB Metabolomics core facility (Belgium). Ten microliters of each sample were injected on a Waters Acquity UHPLC device connected to a Vion HDMS Q-TOF mass spectrometer. Chromatographic separation was carried out on an ACQUITY UPLC BEH C18 (50 × 2.1 mm, 1.7 μm) column from Watersunder under the constant temperature of 40°C. A gradient of two buffers was used for separation: buffer A (99:1:0.1, water:acetonitrile:formic acid, pH 3) and buffer B (99:1:0.1, acetonitrile:water: formic acid, pH 3), as follows: 99% A for 0.1 min decreased to 50% A in 5 min, decreased to 30% from 5 to 7 min, and decreased to 0% from 7 to 10 min. The flow rate was set to 0. 5 ml min^− 1^. Both positive and negative electrospray ionization (ESI) were applied to screen for a broad array of chemical classes of metabolites present in the samples. The LockSpray ion source was operated in positive/negative ESI mode under the following specific conditions: capillary voltage, 2.5 kV; reference capillary voltage, 2.5 kV; source temperature, 120°C; desolvation gas temperature, 600°C; desolvation gas flow, 1000 l h^−1^; and cone gas flow, 50 l h ^− 1^. The collision energy for the full MS scan was set at 6 eV for low energy settings, for high energy settings (HDMSe), it was ramped from 28 to 70 eV. The mass range was set from 50 to 1000 Da, and the scan time was set at 0.1s. Nitrogen (>99.5%) was employed as desolvation and cone gas. Leucine-enkephalin [250 pg/μl solubilized in water:acetonitrile 1:1 (v/v), with 0.1% formic acid] was used for the lock mass calibration, with scanning every 1 min at a scan time of 0.1 s. Profile data were recorded through Unifi Workstation v2.0 (Waters). Data normalization was performed to remove potential variation resulting from instrument inter-run tuning differences. Raw MS peak data representing the abundance of each detected compound were subject to median standardization and missing values were imputed by the minimum value. Compounds with missing values in >50% of samples were considered missing. Standardized data that passed the quality control step were then log2 transformed and IQR normalized using JMP Genomics v8 (SAS Institute, Cary, NC) to remove potential technical artifacts and outliers.

### Metabolomic profiling

Global metabolomic profiling of three replicates from each of the three cell lines was performed using ultra performance liquid chromatography high resolution mass spectrometry (UPLC-HRMS) in positive and negative ionization modes. Overnight grown cells (∼3 × 10^5^ per sample) were washed twice with ice-cold 0.9% NaCl solution and 300 μl of 100% methanol was added to each well. After 3-min incubation on ice, cells were scraped using precooled cell scraper and moved to cold Eppendorf tube. Cell extracts were spun down at 15 000 rpm for 15 min at 4°C and 200 μl of each supernatant moved to a new tube for further processing. Next, samples were vacuum dried and reconstituted in 200 μl of cyclohexane/water (1:1) solution for subsequent analysis by UPLC-HRMS performed at VIB Metabolomics core facility (Belgium). Ten microliters of each sample were injected on a Waters Acquity UHPLC device connected to a Vion HDMS Q-TOF mass spectrometer. Chromatographic separation was carried out on an ACQUITY UPLC BEH C18 (50 × 2.1 mm, 1.7 μm) column from Watersunder under the constant temperature of 40°C. A gradient of two buffers was used for separation: buffer A (99:1:0.1, water:acetonitrile:formic acid, pH 3) and buffer B (99:1:0.1, acetonitrile:water:formic acid, pH 3), as follows: 99% A for 0.1 min decreased to 50% A in 5 min, decreased to 30% from 5 to 7 min, and decreased to 0% from 7 to 10 min. The flow rate was set to 0. 5 ml min^−1^. Both positive and negative ESI were applied to screen for a broad array of chemical classes of metabolites present in the samples. The LockSpray ion source was operated in positive/negative ESI mode under the following specific conditions: capillary voltage, 2.5 kV; reference capillary voltage, 2.5 kV; source temperature, 120°C; desolvation gas temperature, 600°C; desolvation gas flow, 1000 l h^−1^; and cone gas flow, 50 l h^−1^. The collision energy for full MS scan was set at 6 eV for low energy settings; for high energy settings (HDMSe), it was ramped from 28 to 70 eV. Mass range was set from 50 to 1000 Da, and the scan time was set at 0.1s. Nitrogen (>99.5%) was employed as desolvation and cone gas. Leucine-enkephalin [250 pg/μl solubilized in water:acetonitrile 1:1 (v/v), with 0.1% formic acid] was used for the lock mass calibration, with scanning every 1 min at a scan time of 0.1 s. Profile data were recorded through Unifi Workstation v2.0 (Waters). Metabolomic data are publicly available in MendeleyData.

### Statistical analysis of the metabolomic data

Data normalization was performed to remove potential variation resulting from instrument inter-run tuning differences. Raw MS peak data representing the abundance of each detected compound were subject to median standardization and missing values were imputed by the minimum value. Compounds with missing values in >50% of samples were considered missing. Standardized data that passed quality control step were then log2 transformed and IQR normalized. Principal component analysis (PCA) and hierarchical clustering were done to explore the correlation structure in the data across the three conditions (WT, HT, and KO). Furthermore, metabolite-by-metabolite analysis of covariance was performed to investigate differences between actin KO and WT conditions. A Benjamini–Hochberg false discovery rate threshold of 0.1 was used to infer statistical significance. Supervised and unsupervised data analyses were performed using JMP Genomics v10 (SAS Institute, Cary, NC).

### Functional and metabolic pathway enrichment analysis

Functional analysis of curated normalized peak data was performed using MetaboAnalyst v5.0 using an existing protocol [38]. Implemented Gene Set Enrichment Analysis (GSEA) method in the Functional Analysis module of MetaboAnalyst v5.0 (accessed in 2022 from http://www.metaboanalyst.ca/) was used to identify sets of functionally related compounds and evaluate their enrichment of potential functions defined by metabolic pathways. *m/z* values and retention time dimensions both were used to identify and annotate compounds, and improve the accuracy of functional interpretations. Annotated compounds were then mapped onto Mus musculus (mouse) [KEGG] [39], for pathway activity prediction (Supplementary Table S3). GSEA calculates Enrichment score (ES) by walking down a ranked list of metabolites, increasing a running-sum statistic when a metabolite is in the metabolite set and decreasing it when it is not. A metabolite set is defined in this context as a group of metabolites with collective biological functions or common behaviors, regulations or structures. In this method, a metabolite set are defined in this context as a group of metabolites with collective biological functions or common behaviors, regulations or structures. Annotated metabolites were then mapped onto Mus musculus (mouse) (KEGG) (https://pubmed.ncbi.nlm.nih.gov/12466850/) for pathway activity prediction.

### Formaldehyde crosslinking-RNA immunoprecipitation

Actin WT and KO MEFs were harvested by centrifugation at 500 RCF for 5 min, cells were rinsed with 1× PBS at room temperature. Each 5 million cells were resuspended in 1 ml of FBS and high salt free media. Subsequently cells were crosslinked for 10 min with 0.1% methanol free formaldehyde (Sigma) as per Hendrickson *et al.* [40, 41]. Quenched with 125 mM of glycine. Cells were centrifuged again at 500 RCF for 5 min followed by two washes with cold PBS. The resulting pellets were flash-frozen in liquid nitrogen and stored at −80°C for future use.

Upon thawing, the frozen pellets were resuspended in 1 ml of RIPA lysis buffer per tube (consisting of 50 mM Tris pH 8.0, 150 mM KCl, 0.1% SDS, 1% Triton X-100, 5 mM EDTA, and 0.5% sodium deoxycholate), supplemented with freshly prepared 0.5 mM dithiothreitol (DTT), 1× EDTA protease inhibitor cocktail (Roche), and 100 U/ml RNaseOUT (Life Technologies, 10777-019). The cells were then incubated while rotating at 4°C for 10 min, followed by sonication by the Qsonica Sonicator at 10% amplitude for 1 s on and 1 s off at 30-s intervals, for a total of 90 s. The lysate was centrifuged at maximum speed for 10 min at 4°C, and the supernatant was collected. An equal volume of fRIP binding/wash buffer (150 mM KCl, 25 mM Tris pH 7.5, 5 mM EDTA, and 0.5% NP-40), supplemented with freshly prepared 0.5 mM DTT, 1× EDTA protease inhibitor cocktail (Roche), and 100 U/ml RNaseOUT (Life Technologies, 10777-019), was added to dilute the samples. Fifty microliters of the lysate were set aside as the input sample and stored at −20°C for subsequent RNA purification and library preparation.

For pre-clearing, each lysate of 5 million cells was incubated with 25 μl of Pierce Protein A/G Magnetic Beads (Thermo Scientific) on a rotor at 4°C for 30 min. Aliquots of 5 million cells/ml were flash-frozen and stored at −80°C for future use.

To initiate the fRIP procedure, the lysates were thawed, and 5 μg of H3K27ac antibody (ChIP grade- ab4729), H3k27me3 antibody (C36B11 Cell Signaling), and H3K9me3 antibody (ChIP grade ab8898) were added. The lysates, along with the antibody, were left to rotate at 4°C overnight before the addition of Pierce Protein A/G Magnetic Beads (Thermo Scientific). Fifty microliters of beads were added per 1 ml of lysate for 1 h to recover immunoprecipitated complexes. Washes were performed twice using 1 ml of fRIP binding/washing buffer. After the final wash, the beads were removed and stored at −20°C. fRIP was then followed by RNA purification, reverse transcription to cDNA (complementary DNA) (Qiagen quantitect reverse transcription kit- cat# 205 311), and RT-qPCR.

### *Meg3* Knockdown

*Meg3* was knocked down in WT MEFs and β-actin KO MEFs using customized antisense LNA Gapmers, from Qiagen.

### RNA-seq data analysis upon *Meg3* Knockdown

Demultiplexed using BCL2FASTQ version 2.20.0.422 allowing up to one mismatch in the barcode sequence and adapter filtering as the reads are demultiplexed. Raw FASTQ sequenced reads were first assessed for quality using FastQC v0.11.5. The reads were then passed through Trimmomatic v0.36 for quality trimming and adapter sequence removal, with the parameters (ILLUMINACLIP: trimmomatic_adapter.fa:2:30:10 TRAILING:3 LEADING:3 SLIDINGWINDOW:4:15 MINLEN:36). The surviving trimmed read pairs were then processed with Fastp in order to remove poly-G tails and Novaseq/Nextseq specific artefacts. The quality trimmed reads were aligned to the mouse reference genome GRCm38.82 using HISAT2 with the default parameters and additionally by providing the –dta flag. The resulting SAM alignments were then converted to BAM format and coordinate sorted using SAMtools v1.3.1. Raw counts for WT and β-actin KO cells were then merged and processed using NASQAR to generate the PCA and box plots.

### Statistical tests

Statistical significance was calculated using GraphPad Prism for macOS, GraphPad Software, La Jolla California USA, www.graphpad.com.

### Data availability

ChIRP-seq data have been deposited in the Gene Expression Omnibus with accession number GSE262113 (token alypaokcvhuhfcf). For Ezh2 ChIP-seq analysis bigwig was downloaded from Gene Expression Omnibus with accession number GSE149987 (public). For BRG1, H3K9me3, and H3K27me3 ChIP-seq analysis, bigwig files were downloaded from GEO accession number GSE100096 (public). RNA-seq datasets upon *Meg3* knockdown are publicly available in the SRA database under the accession number PRJNA1131122 (public). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (59) partner repository with the dataset identifier PXD051730 and 10.6019/PXD051730 (for reviewers, Username: ; Password: W7wtLeZj). The link to a UCSC genome browser session displaying the uploaded sequence tracks can be found at UCSC genome link.

## Results

### Nuclear β-actin depletion leads to increased expression of the lncRNA *Meg3*

To find out if β-actin depletion affects expression of lncRNAs, we analyzed RNAseq data sets obtained in fibroblasts from WT, HET, and β-actin KO mouse embryos, hereby referred to as WT MEFs, HET MEFs, and KO MEFs [9, 10, 23]. As expected, results from PCA on the normalized datasets show clear segregation among replicates of WT, KO, and HET MEFs as revealed by first (PC1) and second principal components (PC2), explaining 54.5% of the variation among the samples (Fig. 1A). Clustering of the transcriptomic correlation matrix based on similarity confirmed that replicates of each condition cluster together and β-actin deletion leads to changes in gene expression (Fig. 1B). To identify gene expression alterations associated with β-actin deletion, we performed gene-by-gene analysis of covariance focusing on the comparison between β-actin KO and WT, which included 46 603 genes. The analysis revealed 718 differentially expressed genes (FC ≥ |1.5|, B-H FDR < 0.05) (Fig. 1C), 359 (50%) of which are downregulated in the β-actin KO condition.

**Figure 1.**
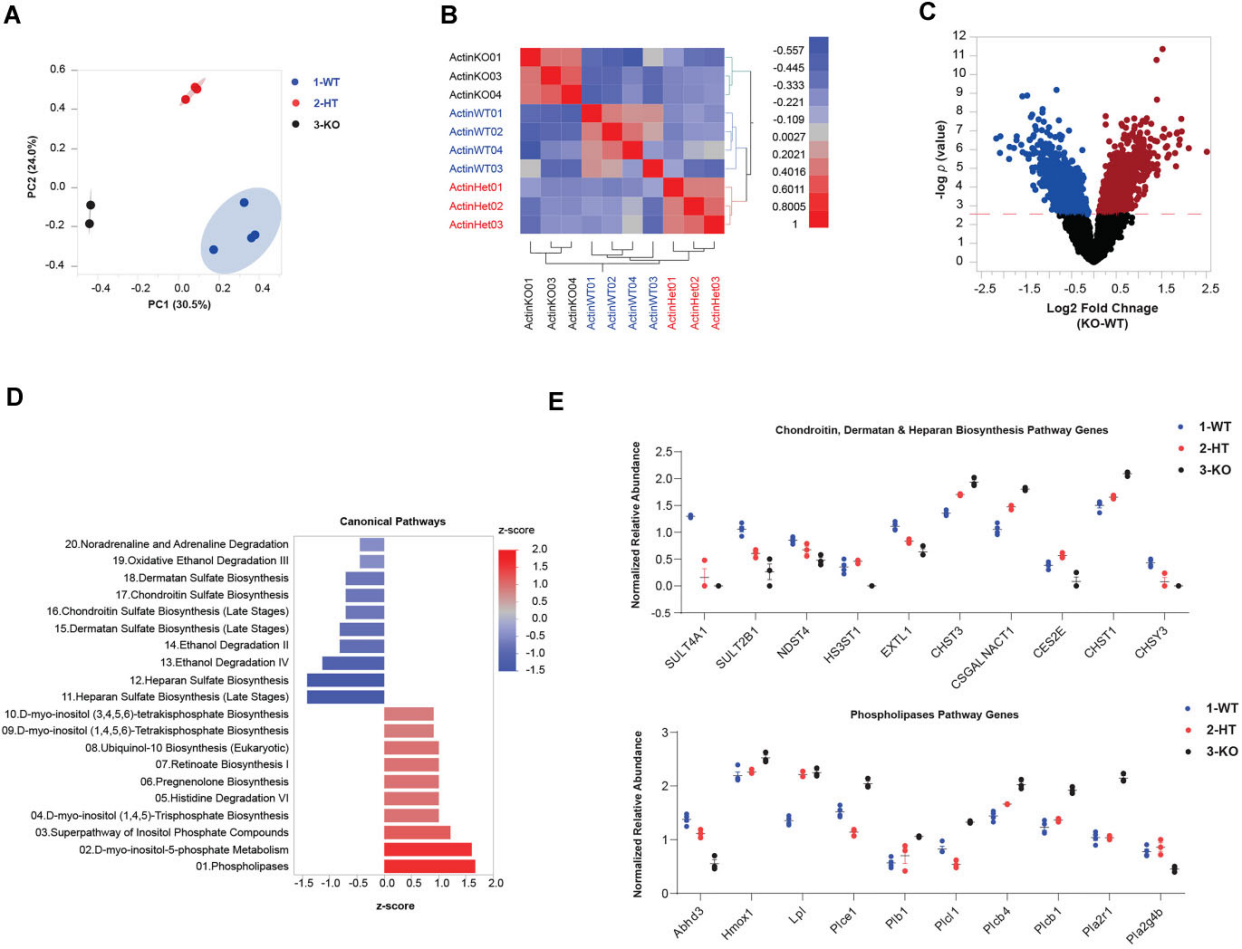
**Transcriptional profiling by RNA-seq analysis shows significant differential gene expression upon β-actin depletion**. (**A**) PCA showing the differential correlation of WT, HET and β-actin KO conditions; separation is highly noted between WT, HET, and KO. Prin1 represents the highest common variable 1 (30.5%) and Prin2: the second most common variable (24.0%). The PCA plot visualizes the relationship and variability among the WT, HET, and β-actin KO samples based on their genomic RNA-seq data. Each replicate for each sample is represented by a data point in the plot, and the position of the data points reflects their similarity or dissimilarity in gene expression profiles. (**B**) The hierarchical clustering heatmap represents the correlation analysis of genomic RNA-seq data from three samples: WT, HET, and β-actin KO and their replicates. Each row and column in the heatmap correspond to a specific sample replicate. The different intensity represents the correlation coefficient between the expression profiles of two samples, lowest = −0.5 and highest = 1. (**C**) The volcano plot showing the differential expression between the transcriptomic profiles of KO and WT, significantly upregulated and downregulated genes are highlighted. (**D**) Pathway enrichment analysis showing the most significantly enriched metabolic pathways in the whole RNA seq datasets. the pathways are ranked by the fold change. Upregulated and downregulated pathways are shown by different Z scores and shade intensities. (**E**) Two one-way plots that show the differential expression of genes implicated in two pathways (upper panel; chondroitin, heparan, and dermatan biosynthesis pathways) and (lower panel; phospholipases genes). Interestingly, most of the genes implicated in these pathways show a dosage dependent effect. Wild-type (WT), Heterozygous (HT), and Knock out (KO).

Next, we investigated the functional characteristics of the genes with significantly altered expression levels in the β-actin KO condition using IPA. Remarkably, we found significant downregulation of metabolic pathways and six of the most downregulated ones are involved in chondroitin sulfate, heparan sulfate, and dermatan sulfate biosynthesis (heparan sulfate biosynthesis late stages, heparan sulfate biosynthesis, dermatan sulfate biosynthesis late stages, dermatan sulfate biosynthesis, chondroitin sulfate biosynthesis late stages, and chondroitin sulfate biosynthesis) (Fig. 1D). Out of ten genes involved in the three aforementioned pathways, eight follow a significant β-actin dosage-dependent expression. Those genes upregulated in the KO condition include CSGALNACT1, CHST3, and CHST1, while SULT4A1, SULT2B1, NDST4, EXTL1, CES2E, and CHSY3 are downregulated. Also, ethanol degradation pathways II, III, and IV were found to be significantly downregulated. In contrast, the phospholipases pathway represents the most significantly upregulated one. Seven out of the 10 genes involved in the phospholipases pathway are β-actin dosage dependent. In particular, Abhd3 and pla2g4b are downregulated whereas Hmox1, Lpl, Plb1, Plcb4, and Plcb1 are upregulated (Fig. 1E). This highlights the impact of β-actin deletion on gene expression in these pathways. Notably, the transcriptomic changes that exhibited a dosage-dependent effect, with progressive alterations observed from WT to HET and KO MEFs confirm what was previously identified [13] and suggest a potential disruption of key metabolic pathways.

In metabolic diseases, expression of lncRNAs is dysregulated [42] and in cancer, lncRNAs act can act oncogenes and tumor suppressors. They perform some of these functions bound to polycomb repressive complexes or through interactions with transcription factors and DNA methyltransferases [43, 44]. We, therefore, hypothesized that lncRNAs expression and function are potentially dependent on nuclear β-actin. Results from RNAseq analysis confirmed that there is a total of 6622 differentially expressed lncRNAs, accounting for 14% of the total 46,603 generated RNAs (Fig. 2A). Other noncoding RNAs, such as miRNAs, SnRNAs, SnoRNAs, and rRNAs, each comprised <5% of the total set of sequenced RNAs (Fig. 2A). Among the differentially expressed lncRNAs, 36 were downregulated and 85 were upregulated (Fig. 2B). Since their expression levels are known to increase upon metabolic and cellular stress, we next focused on the set of upregulated lncRNAs in KO cells in relation to WT condition. The ANCOVA analysis revealed *Meg3* as the most upregulated lncRNA (fold change = 3.09, *P*= 0.0002) (Fig. 2B and C) and upregulation appears to be β-actin dosage dependent with KO MEFs having the highest expression compared to HET and WT (Fig. 2D). We also examined the expression of well-studied candidate lncRNA genes involved in transcription regulation and/or chromatin organization, such as Bvht, Malat1, and H19. Bvht exhibited increased expression in the KO compared to WT but to a lesser extent than *Meg3*, while Malat1, known for its involvement in speckle formation and gene silencing through interactions with the Ezh2 and Eed Polycomb subunits, showed no significant change [41, 45, 46]. In contrast, H19 displayed a significant decrease in the KO compared to WT (Fig. 2D). Notably, the significant upregulation of *Meg3* upon β-actin depletion was rescued by reintroduction of an NLS-tagged β-actin in the cell nucleus of β-actin KO MEFs (Fig. 2E). *Meg3* changes in gene expression are likely to occur due to changes in the chromatin landscape across the gene locus. ATAC-seq and ChIPseq analyses showed that in the absence of β-actin there is an increase in chromatin accessibility across the *Meg3* gene and promoter region accompanied by a general increase in H3K27 acetylation levels (Fig. 2F).

**Figure 2.**
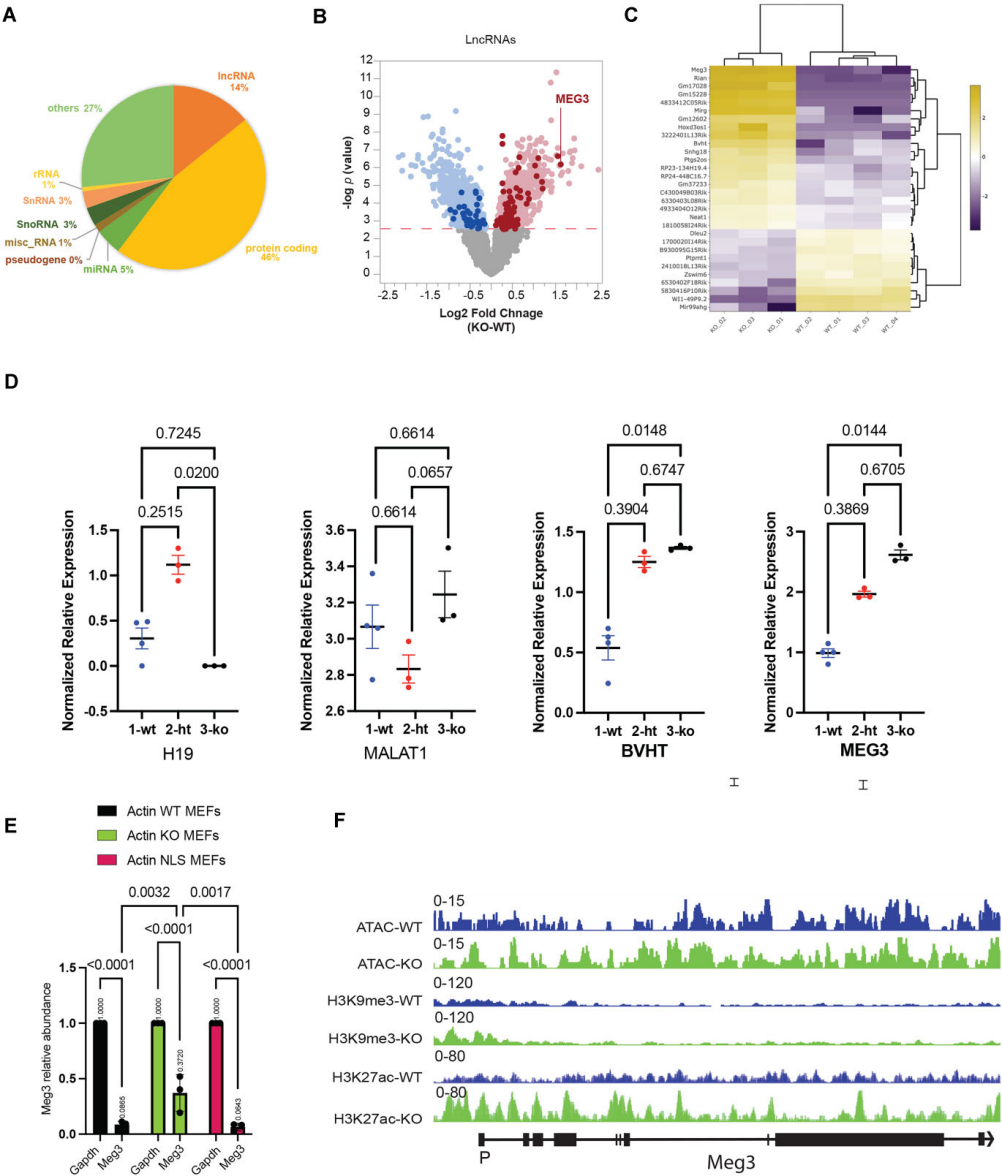
***Meg3* lncRNA expression is significantly upregulated upon nuclear β-actin depletion**. (**A**) A pie chart showing the percentages of different RNA types differentially dysregulated upon β-actin KO where protein coding RNAs are 46%, lncRNAs are 14%, miRNAs 5%, SnoRNA 3%, SnRNA 3%, rRNA and miscRNA are 1% each, and others are 27%. (**B**) Volcano plot showing differential expression, of all genes of all lncRNAs only in WT and KO MEFs. *P*-values based on two-tailed Wald test corrected for multiple testing using Benjamini–Hochberg procedure. The significantly upregulated and downregulated lncRNAs are highlighted. Also, the most upregulated lncRNA, *Meg3* is labeled. (**C**) Heatmap of the top 30 differentially expressed candidate lncRNA. (**D**) One-way boxplots showing the differential expression of *Meg3*, *Malat1*, *Bvht* and *H19* in WT, HET, and KO. (**E**) Rt-qPCR showing the *Meg3* relative abundance versus *Gapdh* in WT, KO, and in NLS. Data are shown as mean ± SD (*n* = 3). *P-*values indicated are based on two-way ANOVA multiple comparisons in GraphPad Prism version 10. (**F**) IGV of *Meg3* gene, showing ATAC-seq, H3K9me3 and H3K27ac ChIP-seq data in WT and β-actin KO conditions. The reference gene body for Meg3 is shown at the bottom.

Together, these results suggest that *Meg3* expression is directly regulated by the nuclear β-actin pool through a chromatin-based mechanism that regulates H3K27 acetylation levels.

### Actin dependent *Meg3* enrichment at promoters/TSS of metabolic genes contributes to metabolic alterations

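In ChIRP, biotinylated DNA probes complementary to an RNA are hybridized to crosslinked and sheared chromatin, and the DNA that comes down with them on streptavidin beads is sequenced. *Meg3* ChIRP-seq was performed in mouse embryonic fibroblasts (MEFs), connective tissue cells cultured from mouse embryos, with and without β-actin. The crosslinker was glutaraldehyde at 1%, applied for 10 min. For each genotype, the authors merged the reads of 4 libraries, 2 from the odd and 2 from the even probe pool, and called peaks on the merge with MACS2 against input, so there was 1 peak list for WT and 1 for KO and no replicate list. The reads had been aligned to GRCm38 with BWA-MEM and deduplicated with PICARD, and the peaks were annotated with HOMER on mm10, the same build. The deposited lists give the position, width, nearest gene, distance to the transcription start site (TSS) and genomic category of each peak, with the repeat at its centre where there is one. They give no read depth, and the score column holds 1 for every peak, so that peaks were neither ranked nor filtered by strength. Peaks were from 157 to 1273 bp wide in KO and from 157 to 1168 bp in WT. From these lists, shares of peaks were computed with Wilson 95% intervals and compared by Fisher's exact test, and overlaps were set against 1000 random placements of the peaks on their own chromosomes. Such tests compare the 2 lists and not replicate cultures. To measure how unique the sequence under each peak is, every stretch of 31 and of 100 bases in it (31-mers and 100-mers) was counted on both strands of chromosomes 1 to 19 and X of GRCm38. The gene named for a peak was that of the nearest TSS in the RefSeq annotation of GRCm38.p6 for 89.8% of KO and 90.0% of WT peaks.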

We next studied whether *Meg3* associates with the chromatin, across the genome, and whether this potential association changes upon β-actin depletion using a combination of chromatin isolation by RNA Purification followed by mass spectrometry (ChIRP-MS) and chromatin isolation by RNA purification followed by deep sequencing (ChIRP-seq) [47] (Fig. 3A). 

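The 16 probes listed by the paper are 20 bases long and were compared with the DNA under each peak, since probe-like genomic sequence can be recovered without the RNA. The longest exact match to any probe on either strand averaged 8.11 bases over the KO peaks and 8.10 bases over the WT peaks. Random placements of the same widths on the same chromosomes gave a mean of 8.21 bases for KO (95% range 8.16 to 8.26; two-sided permutation p = 0.002, the smallest that 1000 placements can give) and 8.17 bases for WT (8.12 to 8.22; permutation p = 0.014). The peaks thus held slightly shorter matches than random positions, and the longest match in any peak was 12 bases in KO and 13 bases in WT. Without the peaks in L1 repeats, a setting chosen after the data were seen, neither list differed from random placement (permutation p = 0.464 for KO and p = 0.498 for WT). DNA recovered by the probes themselves could give peaks in both genotypes. Overlapping peaks appear to have been taken out of both lists, so these values cannot show whether such sites exist.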

For this, we designed *Meg3* specific biotinylated probes and used them to pull down chromatin-bound *Meg3* from crosslinked MEFs using streptavidin beads (Fig. 3A). After mass spectrometry analysis, we identified a set of 54 proteins associated with *Meg3* in the WT condition and 34 in the KO condition. Eleven protein targets were common to both WT and KO condition, 43 were specific to WT and 23 were specific to KO (Fig. 3B). Gene ontology (GO) of the WT revealed that proteins associated with chromatin-bound *Meg3* are involved in energy production and metabolic processes such as vacuole fusion, glycolytic processes, ATP generation from ADP, and pyruvate metabolic processes among many other metabolic terms at an enrichment of up to 300-fold (Fig. 3C). On the other hand, in the β-actin KO condition, results from GO term analysis revealed that *Meg3* primarily binds to proteins involved in DNA replication-dependent nucleosome assembly, nucleosome assembly, chromatin assembly, nucleosome organization and other chromatin organization, and assembly-related biological processes with an enrichment of over 70-folds (Fig. 3C). Compatible with this analysis, in the KO condition, the ChIRP MS revealed loss of actin association and significant high confidence enrichment of all histones, including H2B, H3, and H4, being present in the fraction of proteins associated with chromatin-bound *Meg3* (Supplementary Table S1). These results confirm that *Meg3* associates with the chromatin and that this interaction is likely to be enhanced in the β-actin KO condition when results from ChIRP-MS experiments show *Meg3* directly interacts with histones. ChIRP combined with deep sequencing (ChIRP-seq) further confirmed this hypothesis, identifying a broad association of *Meg3* with the WT mouse genome that is significantly altered in β-actin KO across all chromosomes (Supplementary Fig. S1). 

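The peaks of both lists were spread unevenly over the 20 chromosomes. Chromosome 1, which makes up 7.42% of their length, held 356 KO peaks (22.9%) and 252 WT peaks (20.8%). Chromosome 2, with 6.92% of the length, held 21 KO and 14 WT peaks. A chi-square statistic of peaks against chromosome length was 1259 for KO and 1313 for WT, and no random draw by length reached either (permutation p = 1e-05, the smallest that 100000 draws can give). The 2 lists also differed from each other across chromosomes, with a chi-square of 101.8 (permutation p = 1e-05). KO had more peaks than WT on chromosome 8 (106 against 43), among others. It had fewer on chromosomes 13 (97 against 139), 14 (9 against 16), 15 (113 against 162) and 19 (64 against 82), while the whole KO list was the longer. Peaks whose centre lies in an L1 repeat, a family of retrotransposons with many near-identical copies, made up most of the peaks on chromosome 1 (322 of the KO and 242 of the WT peaks) and few of those on chromosome 15 (20 and 21). Among the alternatives, keeping only peaks whose median 100-mer occurs once in the genome, which was chosen after the data were seen, moved the difference between the lists most, to a chi-square of 125.5 (permutation p = 1e-05).

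**Figure D1:**
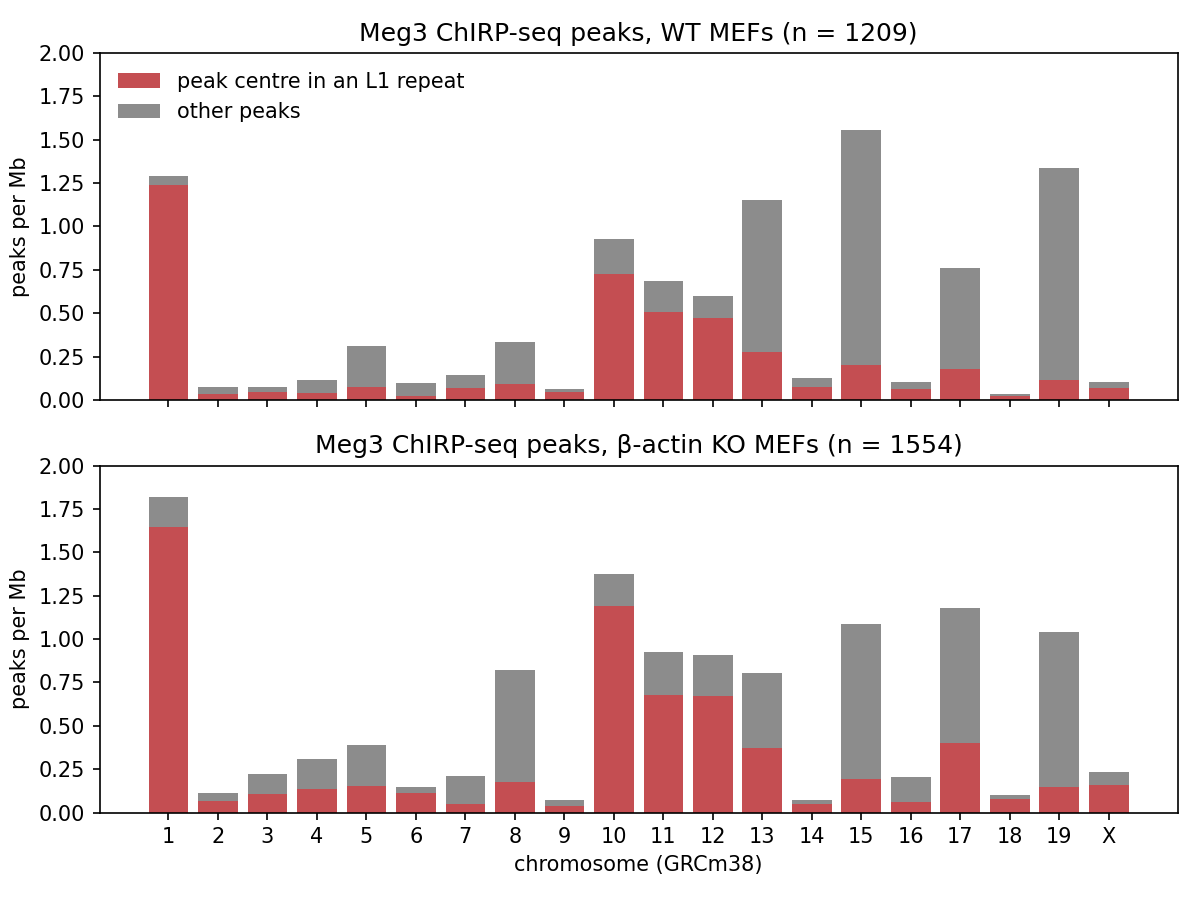
*Meg3* ChIRP-seq peaks per Mb (y axis) on each chromosome (x axis) in WT (top, 1209 peaks) and β-actin KO MEFs (bottom, 1554 peaks), split into peaks centred in L1 repeats and other peaks. Chromosome 1 reaches 1.82 peaks per Mb in KO and chromosome 15 reaches 1.56 peaks per Mb in WT; each bar comes from 1 pooled list and has no error bar.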

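The deposited lists held 1554 peaks for KO and 1209 for WT, a ratio of 1.29, which has no replicate error because each list was called on pooled libraries. Merging peaks of a list that lie within 1 kb of each other left 1464 and 1141. The ratio was 1.08 without L1 peaks and 1.11 with only peaks whose median 100-mer occurs once, settings chosen after the data were seen. The paper's methods class peaks as unique to WT, unique to KO or shared. No peak of either deposited list overlapped a peak of the other by 1 bp or more, where random placement of the KO peaks gave a mean of 0.695 overlaps. Supplementary Fig. S3A of the paper shows a group of shared peaks, while these lists hold no overlapping pair. Overlapping peaks thus appear to have been taken out of both lists, so the overlap does not measure how many sites the genotypes share. With a gap of up to 1000 bp allowed, 125 KO peaks lay beside a WT peak and 130 WT peaks beside a KO peak, against a mean of 3.15 KO peaks (95% range 0 to 7) under random placement (two-sided permutation p = 0.002, the smallest that 1000 placements can give). Counted as distinct nearest genes in place of peaks, 720 genes were named in the KO list alone, 550 in the WT list alone and 288 in both.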

We found an overall number of 720 peaks in the KO condition in comparison to 550 in the WT condition and 288 peaks common to both (Fig. 3E) with a slight increase of *Meg3* association with promoters/TSS in β-actin KO MEFs (Supplementary Fig. S2A and B). Although the majority of *Meg3* preferentially binds distal intergenic regions in both WT and KO cells (Supplementary Fig. S3A and B), significant *Meg3* binding at promoters was also observed in the KO cells (Supplementary Fig. S4). 

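Intergenic peaks made up 64.2% of the KO list (997 peaks, 95% interval 61.7 to 66.5%) and 62.03% of the WT list (750 peaks, 59.3 to 64.7%), a difference within the counting error (two-sided Fisher's exact test, p = 0.266). Peaks in exons or introns made up 29.0% of the KO list (450 peaks, 26.8 to 31.3%) and 32.3% of the WT list (391 peaks, 29.8 to 35.0%; Fisher's exact test, p = 0.0607). After Benjamini-Hochberg adjustment over the 4 shares compared between the lists, these values were p = 0.266 and p = 0.243 (Fisher's exact test). The median distance from a peak to the TSS of its nearest gene was 53952 bp in KO and 46206 bp in WT. Of the intergenic peaks, 681 in KO (68.3%) and 468 in WT (62.4%) were centred in an L1 repeat. The lists name a repeat only for intergenic and intron peaks, so a peak of another category cannot count as L1. The median 100-mer of an L1 peak occurred 1851 times in the genome in KO and 1927 times in WT, so that a read within it matches many places equally well. Peaks were called from read pairs, and a mate in less repeated sequence could still place such a read. With only peaks whose median 100-mer occurs once, which was chosen as an alternative after the data were seen, the exon and intron share was 34.0% in KO and 43.4% in WT (Fisher's exact test, p = 0.00169).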

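In the WT list, 37 of the 1209 peaks carried HOMER's promoter-TSS category, which is 3.06% (95% interval 2.23 to 4.19%). By distance to the TSS of the nearest gene, 81 peaks (6.70%, 5.42 to 8.25%) lay within 1 kb, 15 of them (1.24%) within 100 bp, and 124 peaks (10.3%, 8.67 to 12.1%) within 3 kb.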

In WT MEFs *Meg3* comprise ∼9.64% at promoters, the majority of which are promoters that are ≤1 kb (5.91%). In the KO condition, 21.68% of ChIRP-seq peaks were found at promoters, mostly promoters ≤1 kb (15.82%) (Fig. 3D). 

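In the KO list, 65 of the 1554 peaks carried the promoter-TSS category, which is 4.18% (95% interval 3.30 to 5.30%). Since shared peaks appear to have been taken out of both lists, the shares given here for KO and WT describe genotype-specific peaks alone. Within 1 kb of a TSS lay 123 KO peaks (7.92%, 6.67 to 9.36%), and within 3 kb lay 164 (10.6%, 9.12 to 12.2%). The promoter share was 1.12 percentage points higher in KO than in WT, a difference that did not pass a two-sided Fisher's exact test (p = 0.128, or p = 0.256 after Benjamini-Hochberg adjustment over the 4 shares compared), and neither did the share within 1 kb (p = 0.241). Within 3 kb the lists differed by 0.297 points (Fisher's exact test, p = 0.851). The outcome depended on which peaks were counted. Without chromosomes 1, 15 and 19, the 3 with the most peaks per Mb over both lists combined, the promoter share was 4.41% in KO and 2.38% in WT (Fisher's exact test, p = 0.0257). With only peaks whose median 100-mer occurs once, an alternative chosen after the data were seen, it was 10.3% in KO and 6.46% in WT (Fisher's exact test, p = 0.028).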

Deeper analysis using upset plots showed the intersection of peaks among the different regions of the genome, where among the many intersections between genic, intergenic and distal intergenic regions, there is a noticeable increase in the promoter intersections from 9 to 13 intersections of peaks upon β-actin KO (Supplementary Fig. S2D and E). 

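Of the 1554 KO peaks, 1552 carried the name of a nearest gene, and these named 1008 distinct genes, 738 of them by a single peak. The 1209 WT peaks named 838 genes. For 552 of the KO genes (54.8%) every peak lay in an L1 repeat. Leaving out peaks more than 100 kb from the TSS of their gene reduced the KO genes to 732 and the genes named in both lists to 163.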

Metabolic pathway overrepresentation analysis by IPA for 1551 genes were identified to be bound to *Meg3* in β-actin KO replicates compared to the WT replicates. Chondroitin, heparan, and dermatan biosynthesis and phospholipases pathways were the most significantly overrepresented pathways (Fig. 3F). These results suggest that in β-actin KO cells *Meg3* increased binding to metabolic genes may affect gene activity and lead to alterations in metabolic pathways.

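Of 19 genes that the paper's text names for these pathways, 3 were the nearest gene to a KO peak. They were *Hs3st3b1*, which is 1 of 10 genes named for chondroitin, heparan and dermatan sulfate biosynthesis, and *Plcl1* and *Pld5*, which are 2 of 9 named for phospholipases. In WT, only *Hs3st3b1* was. These 3 genes are those that the paper selected for Fig. 6, so the count is not independent of the peaks, and none of the other listed genes was nearest to a peak of either list. The list holds only genes that the text names and not all genes of the pathways, so these counts do not measure how far the pathways are enriched among the peaks. Every one of these peaks was centred in an L1 repeat, and without L1 peaks the count was 0 in both lists. The enrichment in Fig. 3F was computed in the paper on its own gene list with expression values, a step not repeated here. From that enrichment and the KO peaks, the paper proposes that increased binding of *Meg3* to metabolic genes may change their activity and alter metabolic pathways.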

**Figure 3.**
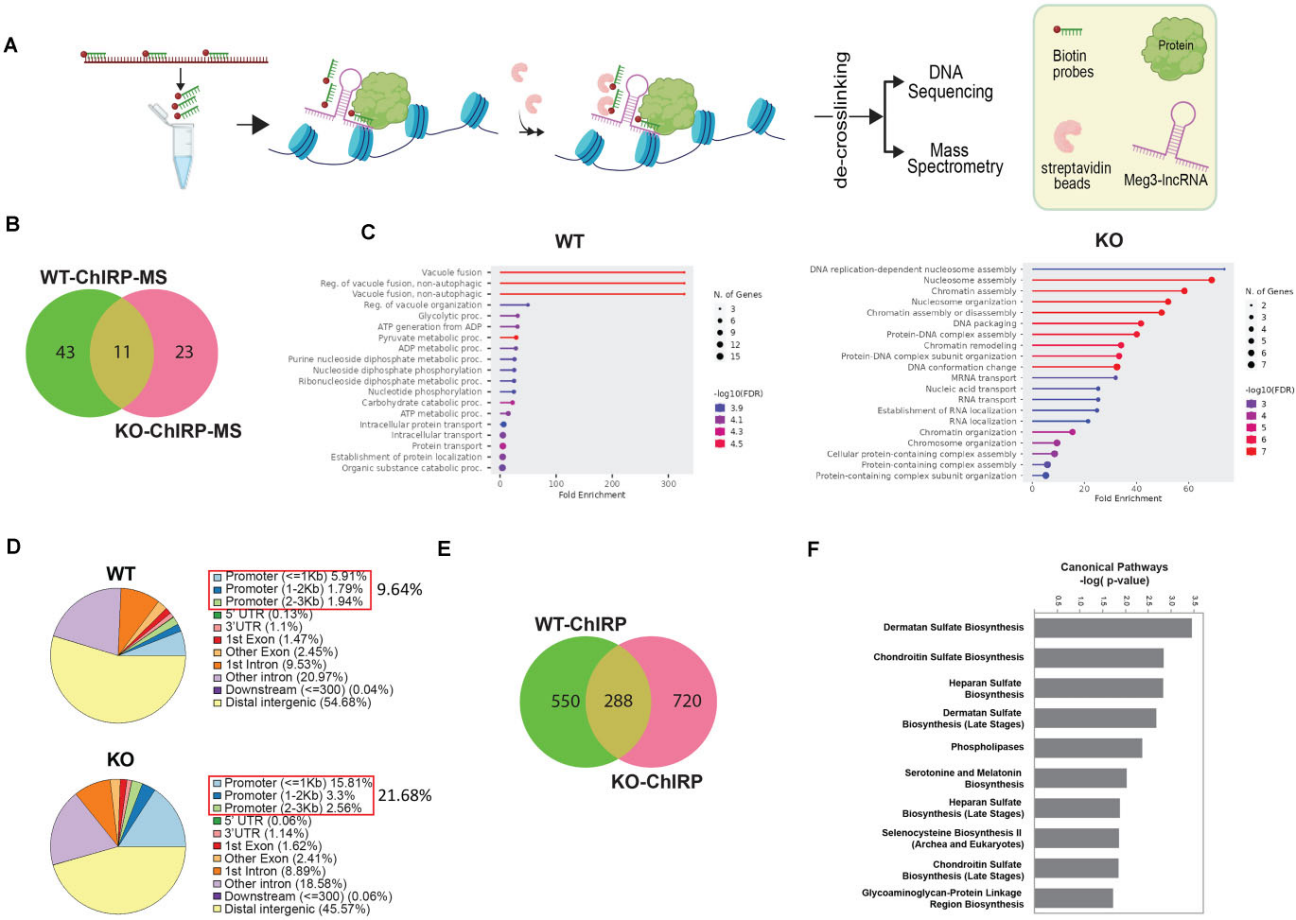
**Genome-wide association of *Meg3* lncRNA is altered in the absence of β-actin**. (**A**) The ChIRP protocol followed to pull down *Meg3* lncRNA using biotinylated probes and streptavidin beads (Created in BioRender. Percipalle, P. (2025) https://BioRender.com/qmhj5mh, adapted from [47]). (**B**) Venn diagram showing number of WT ChIRP-MS protein hits and the KO-ChIRP-MS hits. (**C**) GO Analysis showing the biological processes of proteins bound to *Meg3* in actin WT MEFs and actin KO MEFs. (**D**) Pie plots to visualize the genomic annotation of Peaks in WT and KO showing percentages of the annotated peaks of *Meg3* loci on the genome. (**E**) Venn diagram showing the 550 specific peaks of *Meg3* bound genes in WT (WT-ChIRP) and 720 specific peaks of *Meg3* bound genes in KO (KO-ChIRP), while common peaks between *Meg3*-WT-ChIRP and *Meg3*-KO-ChIRP are equal to 288. (**F**) An overrepresentation pathway analysis using the list of genes that have been shown to bind to *Meg3* in KO relative to those in WT. Remarkably, the results show significant enrichment of chondroitin, heparan, and dermatan biosynthesis pathways as well phospholipases. Statistical significance is determined using right-tailed Fisher’s exact *t*-test and B–H FDR < 0.1. The significance of enrichment analysis represented using −log (*P-*value) is plotted on the *x-*axis.

To further investigate perturbations in chondroitin, heparan, and dermatan biosynthesis and phospholipases pathways in association with the loss of actin and, potentially, *Meg3* upregulation, we performed a global metabolomic profiling of the three cell lines in three replicates using positive and negative ionization (see Materials and methods section). A total of 2499 metabolic features were detected in all samples and replicates (*n* = 3). *m/z* values and retention time were recorded for each metabolic feature and used for further analysis (see Materials and methods section). PCA of the normalized peak dataset revealed a strong correlation structure in the metabolomic data across both conditions with the first principal component (PC1) clearly capturing the effect of partial and complete loss of function in actin and showing clear segregation between replicates of the WT, HET, and KO conditions (Fig. 4A). The first two principal components explain 52.9% of the variation in the dataset (Fig. 4A). Similarly, two-way hierarchical clustering of the full metabolomic dataset including all replicates and all metabolic features (*n* = 2499) displays discrete metabolic footprints for both the actin KO and actin HET from that of the WT condition (Fig. 4B).

**Figure 4.**
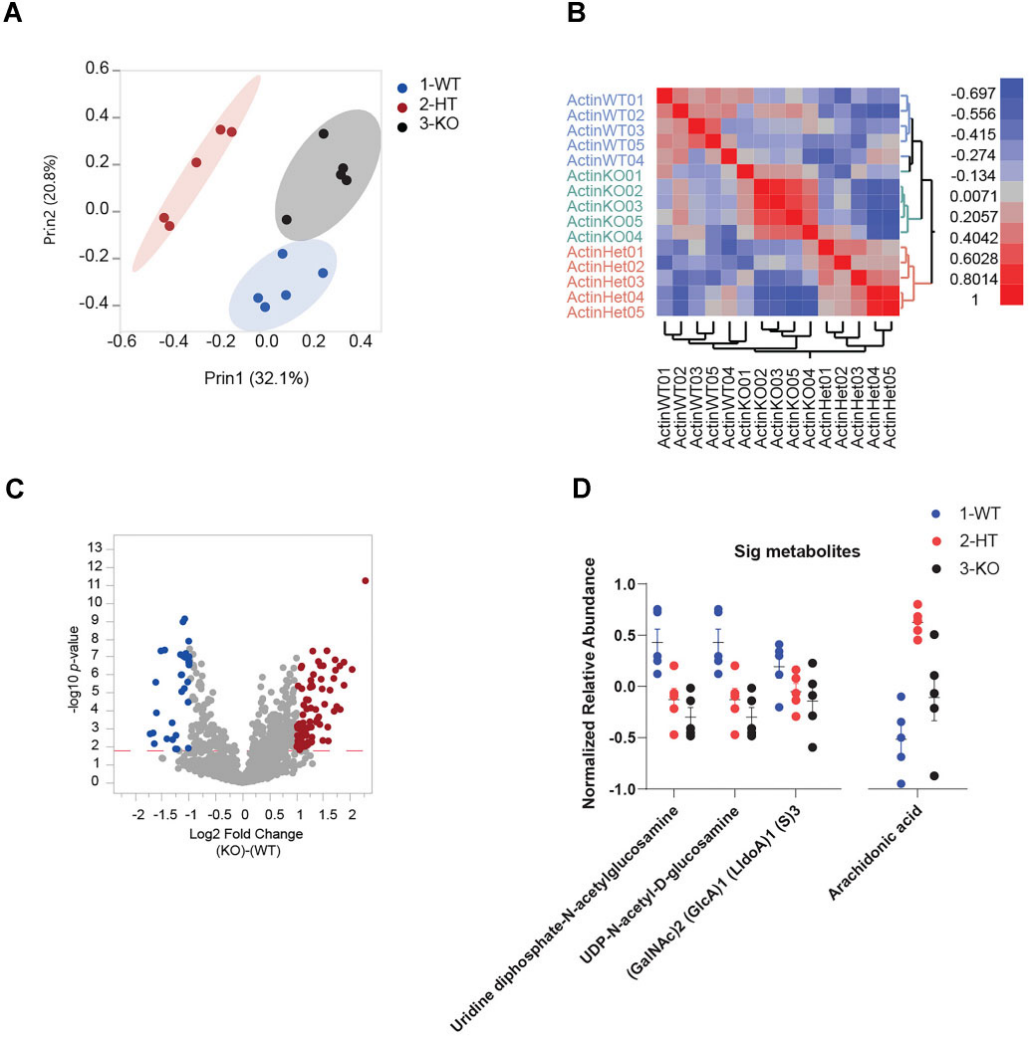
β-Actin dosage dependent dysregulation of key metabolic pathways and metabolites. (**A**) PCA demonstrating that WT, HT, and KO samples show distinctive clustered metabolic profiles. (**B**) Hierarchical clustering analyses demonstrating that WT, HT, and KO samples show distinct metabolic profiles. (**C**) A volcano plot demonstrating the differential expression of the normalized abundance of all the metabolic features between KO and WT. Significantly upregulated and downregulated metabolic features are highlighted. (**D**) A one-way plot for three different metabolites implicated in the chondroitin, heparan, and dermatan pathway being downregulated in HT and KO compared to WT. It also shows another one-way plot for arachidonic acid, one of the main byproducts of phospholipase activity, being unregulated in HT and KO compared to WT.

Next, we performed metabolite-by-metabolite analysis of covariance focusing on the comparison between actin KO and WT. The analysis revealed 501 significantly differentially abundant features in actin KO compared to the WT (FC ≥ 1.5, B–H FDR < 0.1, Fig. 4C). A summary of the metabolic features with statistically significant differential abundance in actin KO is shown in Supplementary Table S2. Together, these results clearly show the strong effect of β-actin loss on the cell metabolome and hint to major perturbations in metabolic resources allocation in the absence of β-actin. Next, we performed a functional analysis of curated normalized peak data using GSEA method implemented in MetaboAnalyst v5.0 to identify and annotate sets of functionally related compounds and evaluate their enrichment of potential functions defined by metabolic pathways. GSEA analysis of compounds identified using positive and negative ionization was performed separately. Putative annotation of MS peaks data was performed using *m/z* values and retention time dimensions to increase confidence in compounds identities and improve the accuracy of functional interpretations. In this method, a metabolite set is defined in this context as a group of metabolites with collective biological functions or common behaviors, regulations or structures. Annotated compounds were then mapped onto Mus musculus (mouse) (KEGG) (https://pubmed.ncbi.nlm.nih.gov/12466850/) for pathway activity prediction.

Of the metabolites implicated in the chondroitin, heparan, and dermatan biosynthesis, we highlight UDP-GlcNAc and (GalNAc)2 (GlcA)1 (LldoA)1 (S)3. UDP-GlcNAc is extensively involved in intracellular signaling as a substrate for *O*-linked *N*-acetylglucosamine transferases (OGTs) to install the O-GlcNAc post-translational modification in a wide range of species. It is also involved in nuclear pore formation and nuclear signalling. OGTs and OG-ases play an important role in the structure of the cytoskeleton. Also, (GalNAc)2 (GlcA)1 (LldoA)1 (S)3 is an amino pentasaccharide and a galactosamine oligosaccharide. Interestingly, the levels of both metabolites showed significant dose–response among the WT, actin HET, and actin KO conditions (Fig. 4D). We also highlight arachidonic acid, one of the main intermediate metabolites of the phospholipases’ pathway and an essential fatty acid that is released from cell membrane by the activity of phospholipase A2 enzymes. Our analysis shows that the levels of arachidonic acids are significantly higher in actin HET and actin KO than in WT (Fig. 4D).

Taken together, the results of transcriptomic, ChIRP-seq and metabolomic data analyses support that the downregulation and upregulation observed in the chondroitin, heparan, and dermatan biosynthesis and phospholipases pathways, respectively, are mediated by the upregulation of *Meg3* upon the loss of β-actin.

### *Meg3* regulates transcription of metabolic genes by affecting promoter–enhancer interactions in a β-actin dependent manner

We next investigated if changes in chromatin accessibility and epigenetic landscape accompany loss (Fig. 5, top panel) or gain (Fig. 5, bottom panel) of *Meg3* ChIRP-seq peaks at genomic sites upon β-actin depletion. For this, we used a combination of ATAC-seq and ChIP-seq with antibodies to the BAF ATPase subunit Brg1, to the Ezh2 catalytic subunit of PRC2 which acts as the repressive H3K27 methyltransferase, and to the Suz12 RNA binding subunit of PRC2, known to be present together with Ezh2 at repressed loci [48]. Results from ATAC-seq did not show changes in chromatin accessibility between WT and KO conditions when comparing regions loss or gain of *Meg3* binding (see Fig. 5A, top and bottom panels) and, similarly, results from ChIP-seq experiments did not show major changes in binding of Brg1, Ezh2, and Suz12 (see Fig. 5B, top and bottom panels). We next performed ChIP-seq analysis using antibodies to H3k27me3, H3K9me3, and H3K27ac, histone modifications respectively mediated by PRC2 and BRG1. Remarkably, the accumulation of H3K27me3 and H3K27ac at sites of differential *Meg3* activity potentially points towards a role for *Meg3* in regulation of chromatin remodeling. While we don’t see significant change in BRG1 and Ezh2 occupancy at differential ChIRP peaks, it is important that we always see distinct peak like pattern of BRG1 and Ezh2 in the heatmaps of ChIRP peaks suggesting the *Meg3* usually colocalizes with these factors. Furthermore, we have shown by ChIRP-MS that *Meg3* also associates with histones and factors involved in nucleosome assembly and reorganization (see in Fig. 3C, right panel). These observations reinforce *Meg3* association with BRG1 and Ezh2 and suggest a functional correlation with H3K27me3 and H3K27ac, are marks of poised and active promoters respectively and we show increased *Meg3* binding at promoter regions in the KO condition.

**Figure 5.**
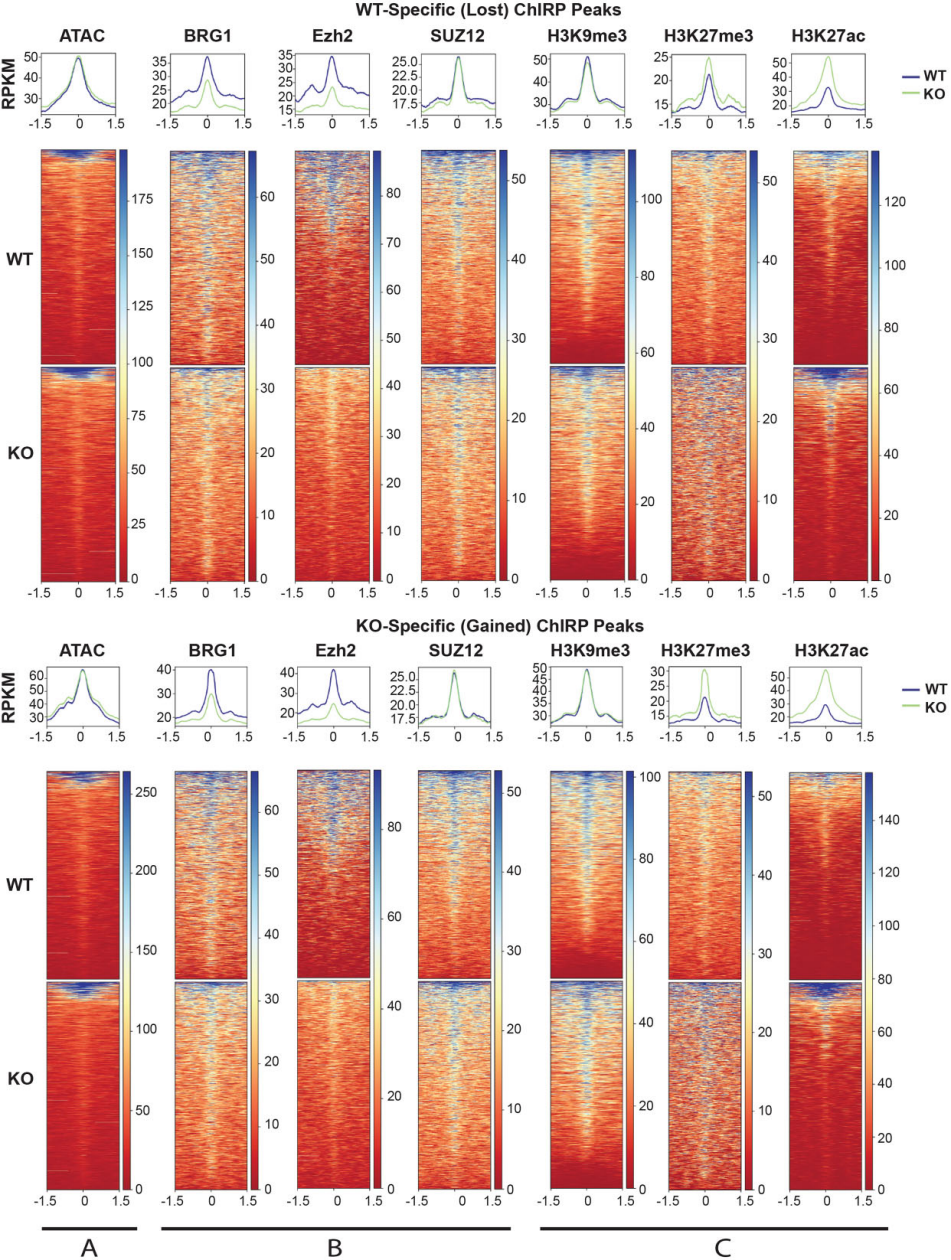
Integration of ChIP-seq, ChIRP-seq, and ATAC-seq data sets shows increase of both active and repressive histone marks in KO-specific *Meg3* ChIRP-seq peaks. Density plots and heatmaps displaying scaled-read densities for ATAC-Seq, *Brg1*, *Ezh2*, *Suz12*, H3K9me3, H3K27me3, and H3K27ac in 3 kb regions surrounding WT-specific (top) and KO-specific (bottom) *Meg3* Peaks. Scale bar shows normalized RPKM.

H3K27ac is a mark of active regulatory regions, including both promoters and enhancers. Its levels are increased upon β-actin depletion. Since in the same condition *Meg3* levels are enhanced at regulatory regions, we next studied if *Meg3* binding to gene regulatory regions functionally correlate with actin-dependent changes in H3K27ac levels. To this end, we focused on those genes that are commonly involved in the chondroitin, heparan, and dermatan biosynthesis and phospholipases pathways and are the most significantly overrepresented pathways in the KO condition. In particular, we focused on the gene encoding HS3ST3B1 (heparan sulfate-glucosamine 3-sulfotransferase 3B1), a type II integral membrane protein that belongs to the 3-*O*-sulfotransferases family, catalyzing the addition of sulfate groups at the 3-OH position of glucosamine in heparan sulfate (Fig. 6A). Remarkably, in the KO condition, we found a new site of *Meg3* enrichment (new ChIRP-seq peak) in intergenic regions, located between two enhancers, referred to as E1 and E2 (Fig. 6A), and this binding seems to correlate with a dosage-dependent repression of the Hs3st3b1 gene (Fig. 6B). Similarly, we found that the *Meg3-*binding site exhibits a specific increase in H3K27ac levels concomitantly with a decrease in the levels of H3K9me3 and marginal changes in ATAC signal (see Fig. 6A and Supplementary Fig. S7).

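The KO list held 1 peak with *Hs3st3b1* as its nearest gene, on chromosome 11 of GRCm38 from 63647447 to 63647609. It is intergenic, 274756 bp downstream of the TSS. The gene itself, on the minus strand, spans 63884693 to 63922284. The 3 enhancers that the supplement lists for *Hs3st3b1* start at 63132339, 63914287 and 63920845, so the peak lay between the enhancer starting at 63132339, 514608 bp away, and that starting at 63914287, 266678 bp away. The WT list also held 1 peak for this gene, from 63649978 to 63650263, with 2368 bp between it and the KO peak. Both peaks were annotated to the L1Md_T repeat. The median 100-mer of the KO peak occurs 140 times in the genome and that of the WT peak 4166 times. A read that lies within such a stretch matches every copy equally well. The paper called peaks from read pairs, so a mate in less repeated sequence could still place such a read.

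**Figure D2:**
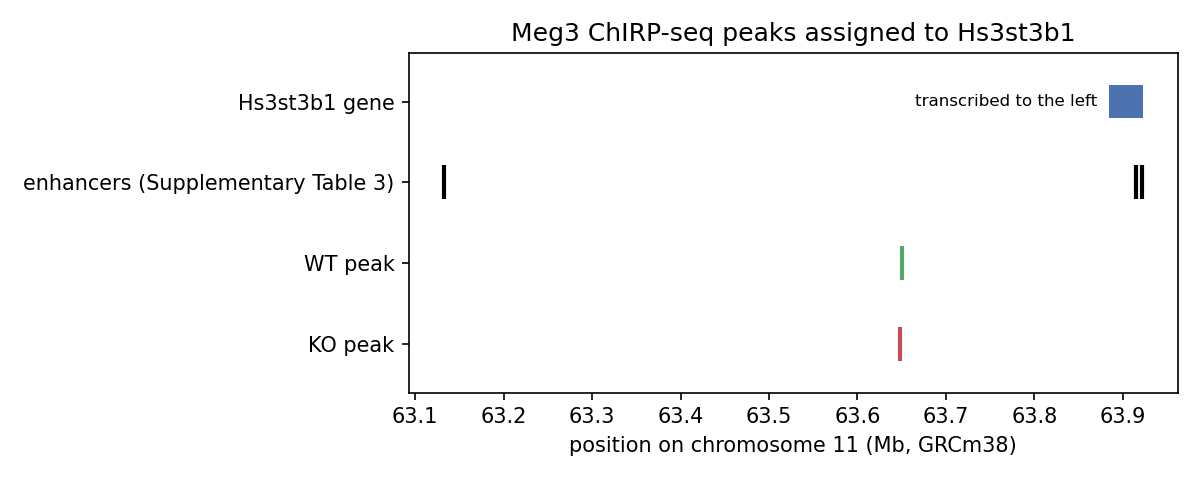
*Meg3* ChIRP-seq peaks assigned to *Hs3st3b1* in KO and WT MEFs (tick marks), with the gene (bar) and the enhancers of the paper's supplement (black ticks), by position on chromosome 11 (x axis, Mb, GRCm38). The 2 peaks stand 2368 bp apart, between the enhancers starting at 63132339 and 63914287; tick marks are wider than the features they stand for.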

**Figure 6.**
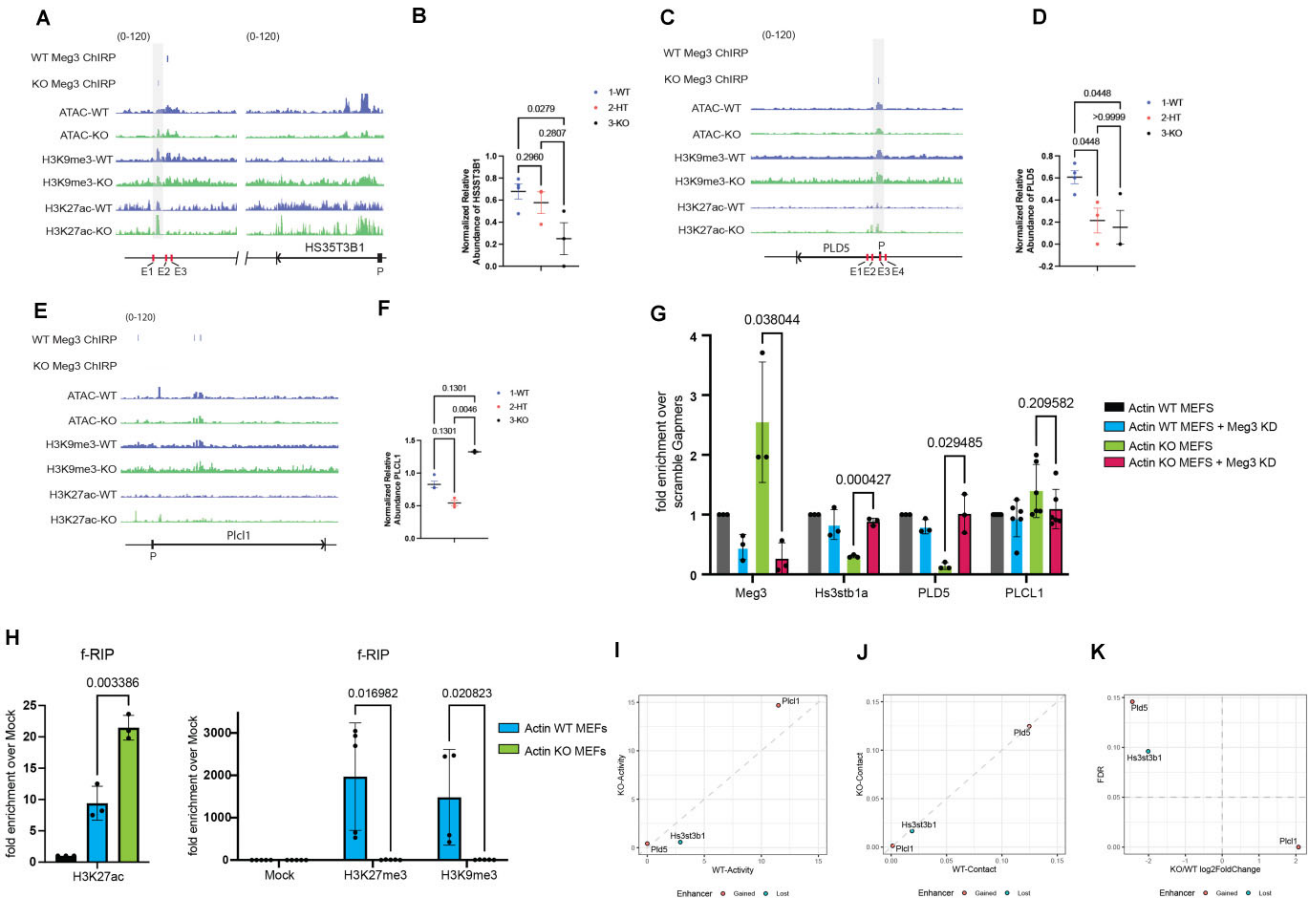
***Meg3* binds to enhancer regions and affects expression of metabolic genes by interfering with promoter–enhancer contacts**. IGVs of *Meg3* ChIRP-seq, ATAC-seq, H3K9me3, and H3K27ac ChIP-seq data in WT and β-actin KO conditions. The reference gene body loci are shown at the bottom for Hs3st3b1 (**A**), Pld5 (**C**), and Plcl1 (**E**) (exon: box, intron: line). The *y*-axis represents RPKM (Reads Per Kilobase of sequence range per Million mapped reads) per bin. The range was set the same as in the image. Plots showing the normalized relative expression of Hs3st3b1 (**B**), Pld5 (**D**), and Plcl1 (**F**) in WT, HT, and KO. (**G**) Rt-qPCR analysis showing the differential enrichment of *Meg3*, Hs3stb1a, PLD5, and Plcl1, in Actin WT MEFs, Actin WT MEFS + *Meg3* KD, Actin KO MEFS, and Actin KO MEFS + *Meg3* KD. Data are shown as mean ± SD (n = 3–6). P-values indicated are based on multiple unpaired t-tests Holm-Šídák method in GraphPad Prism version 10. (H) H3K27 acetylation, H3K27me3, and H3K9me3 f-RIP-qPCR showing *Meg3* enrichment at regions of H3K27ac, H3K27me3, and H3K9me3, respectively in WT and actin KO MEFs. Data are shown as mean ± SD (n = 3–4). P-values indicated are based on multiple unpaired t-tests Holm-Šídák method in GraphPad Prism version 10. Results from the ABC model analysis showing enhancer activity (I), enhancer–promoter contact (J), or fold change (K) of Hs3st3b1, PLD5 or PLCl1 genes.

We also found changes in *Meg3* enrichment peaks in the PLD5 (phospholipase D family member 5) (see Fig. 6C), which is part of the phospholipases biosynthesis pathway [49–51], involved in the conversion of phosphatidyl-choline into 1,2-diacyl-sn-glycerol-3-phosphate (Supplementary Fig. S6). In this case, *Meg3* binds to sites within enhancers very close to the gene promoter, and upon β-actin depletion *Meg3* enrichment correlates with significant increase in H3K27ac levels, no H3K9me3 changes and only marginal ones in ATAC signal (Fig. 6C and Supplementary Fig. S7). 

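The KO list held 1 peak with *Pld5* as its nearest gene and the WT list held none. The peak spans 176284205 to 176284477 on chromosome 1 of GRCm38, is classed as intergenic, and lies 9029 bp upstream of the TSS that the file uses. The *Pld5* gene lies on the minus strand from 175962301 to 176281512 in RefSeq, which leaves 2693 bp between the gene's upstream end and the peak. Of the 4 enhancers that the supplement lists for *Pld5*, that from 176284005 to 176284505 contains all 273 bp of the peak, and the others are 912, 1442 and 3592 bp away. The peak is centred in an L1Md_A repeat. Its 100-mers occur a median of 1431.5 times in the genome. The nearest WT peak to the gene was 260039 bp away.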

Binding of *Meg3* also seems to correlate with dosage dependent decrease in PLD5 mRNA levels (Fig. 6D). In contrast to HS3ST3B1 and PLD5 which are both down-regulated in the absence of β-actin and exhibit association of *Meg3* close to or at regulatory regions such as enhancers and promoters, in the phospholipase C like 1 enzyme gene (PLCL1), involved in converting phosphatidylinositol-4,5-bisphosphate into both the secondary messengers’ diacylglycerol and the inositol-1,4,5-triphosphate (Supplementary Fig. S6), *Meg3* binding does not target regulatory regions (Fig. 6E), it only binds far from enhancers (not shown) which seems to result in PLCL1 over expression in the KO condition (Fig. 6F). 

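The KO list held 3 peaks with *Plcl1* as their nearest gene and the WT list held none, the nearest WT peak being 704809 bp from the gene. *Plcl1* lies on the plus strand of chromosome 1 of GRCm38 from 55405946 to 55754285. The KO peaks span 55466512 to 55466700, 55476846 to 55477259 and 55478815 to 55479009, all in an intron and 60660, 71106 and 72966 bp downstream of the TSS. The 2 enhancers that the supplement lists for *Plcl1* start at 56972394 and 56973168, and the nearest distance from any of the 3 peaks to either of them was 1493385 bp. The first peak is centred in an L1Md_A repeat and the other two in L1Md_T repeats, and their median 100-mers occur 2025, 2546 and 2070.5 times in the genome.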

To find out if *Meg3* binding directly affects changes in expression of these genes, we next applied *Meg3*-specific gapmers to WT and β-actin KO cells to knock down *Meg3*. qPCR analysis on total RNA isolated from WT and KO cells shows that HS3ST3B1a and PLD5 mRNA levels significantly increase in the absence of *Meg3* in the β-actin KO background, while PLCL1 mRNA levels decrease (Fig. 6G), suggesting that indeed, upon β-actin depletion *Meg3* is directly involved in their transcriptional changes. We next performed RNA sequencing analysis on total RNA isolated from β-actin KO MEFs subjected to *Meg3* knockdown (Supplementary Fig. S8A). Results from KEGG pathways analysis showed clustering of 1605 genes to only metabolic pathways (Supplementary Fig. S8B) and biological processes including metabolic terms such as positive regulation of metabolic processes, positive regulation of macromolecule metabolic processes, and positive regulation of nitrogen compound metabolic processes (Supplementary Fig. S8C). We next performed f-RIP with antibodies against H3K27ac, H3k27me3, and H3k9me3 from WT and β-actin KO condition. qPCR analysis with primers amplifying *Meg3* show that *Meg3* is specifically associated with H3K27ac and this interaction is enhanced in the β-actin KO condition. On the contrary *Meg3* binding to H3k27me3 and H3k9me3 is significantly reduced in the KO background (Fig. 6H). Based on these results, we hypothesize that *Meg3* binding at specific H3K27 acetylation sites close to or within gene regulatory regions is dependent on the nuclear actin pool.

Using HiC-Seq, ATAC-Seq, and RNA-Seq, we recently demonstrated that accessibility changes within compartment switching genes upon β-actin depletion are primarily observed in non-promoter regions such as distal regulatory elements [12]. The finding that β-actin loss induces widespread accumulation of H3K27ac [12] and that this enrichment happens at sites of *Meg3* enrichment suggest that *Meg3* may be involved in regulating transcription of certain metabolic genes at the level of promoter–enhancer interaction. Therefore, to find out if promoter–enhancer interactions are affected at *Meg3* enrichment sites in KO condition, we applied the ABC model of enhancer annotation based on HiC-Seq, ATAC-Seq, RNA-Seq, and H3K27ac ChIP-seq in WT and KO MEFs to study if these epigenetic changes have a direct impact on enhancer activity and underlie transcriptional changes. Based on the ABC results, PLD5 and PLCl1 gained an enhancer while HS3st3b1 lost an enhancer (Fig. 6I–K and Supplementary Table S3). Looking at the activity and contact components of ABC score which determines enhancer gain/loss, none of the genes show a major change in contact (see Fig. 6I and J). So, the gain/loss of enhancer identified in these genes is primarily driven by changes in activity, i.e. change in enhancer accessibility, particularly H3K27 acetylation (Fig. 6K). Interestingly, PLCL1 upregulation can be explained by increased enhancer Activity and HS3stb1 downregulation can be explained by decreased enhancer Activity (Fig. 6K). In contrast, PLD5 shows a very small increase in Activity so its downregulation cannot be entirely explained based on the ABC model. However, a close look at the integrated genomic visualization (IGV) shows that there is an enhancer that localizes within the promoter, and this is precisely where *Meg3* binding occurs concomitantly with increased H3K27ac in KO condition (Fig. 6C). So, PLD5 down regulation may be due to loss of both enhancer and promoter accessibility due to *Meg3* binding.

We, therefore, conclude that association of *Meg3* within or close to regulatory regions of the HS3ST3B1 and PLD5 genes impacts the promoter–enhancer interaction or promoter accessibility and leads to transcriptional inhibition. In contrast, *Meg3* enrichment does not affect regulation of the PLCL1 gene as its enrichment is far from the gene regulatory regions. These results also suggest that in the absence of β-actin increased *Meg3* binding is guided by local increase in H3K27ac level. In addition, *Meg3* primarily binds to or close to enhancers sites interfering with promoter–enhancer interaction or promoter accessibility required for gene activation, potentially contributing to alterations in the corresponding metabolic pathways.

## Discussion

In the cell nucleus β-actin plays essential functions in the 3D organization of the genome [12, 13]. We found that β-actin dependent changes in transcriptional and chromatin accessibility are highly enriched in compartment-switching regions. Furthermore, within compartment-switching genes, changes in chromatin accessibility were primarily found at promoter-distal regulatory elements [13, 25]. We also found that loss of nuclear β-actin leads to significant accumulation of the enhancer-specific epigenetic mark H3K27ac. Using the ABC model of enhancer annotation, we showed that H3K27ac accumulation affects enhancer activity and is an underlying cause of transcriptional changes during compartment switching. From these studies we concluded that enhancer-dependent transcriptional regulation plays a crucial role in driving gene expression changes upon compartment-switching. These observations are compatible with previous studies where actin was shown to control recruitment of both HDACs (histone deacetylases) and HATs (histone acetyltransferases) [14, 15]. Loss of β-actin disturbs the local epigenetic landscape and presumably impacts on promoter–enhancer interactions. The underlying mechanisms, however, on how promoter–enhancer interactions are affected in the absence of β-actin by increased H3K27ac remained unclear.

In this study, we show that upon β-actin depletion the levels of several lncRNAs including *Meg3* are significantly altered concomitantly with changes in H3K27 acetylation levels. H3K27ac plays an important role in the activation of several lncRNAs. For instance, CCAT1 and NEAT1 expressions are regulated by specific increase in H3K27 acetylation at their gene promoters [52, 53]. H3K27ac-dependent CCAT1 activation controls SPRY4 and HOXB13 expression during cell proliferation [52]. Increased H3K27ac levels at the NEAT promoter lead to increased NEAT expression, interaction with miR-212-5p followed by its suppression to regulate hepatic lipid accumulation [53]. Actin-dependent increase in H3K27ac levels at *Meg3* promoter and gene coding region also seem crucial for *Meg3* activation. This epigenetic landscape change is accompanied by increased chromatin accessibility in the β-actin KO condition (as revealed by ATAC-seq) and increased H3K27 acetylation levels.

Importantly, the general increase in *Meg3* levels in the KO condition has significant impact on global transcription at genomic level. ChIRP-seq using *Meg3*-specific probes showed that *Meg3* association with the genome changes in KO cells with respect to WT. Peaks of *Meg3* enrichment are observed at both promoter and non-promoter regions. They do not specifically correlate with chromatin compaction (see ATAC-seq data) or chromatin remodelers such as Brg1, Ezh2, and Suz12. There is, however, significant correlation between *Meg3* peaks in KO condition and increased levels of H3K27me3 and H3K27ac compared to WT. *Meg3* is known to functionally associate with the PRC2 complex and to facilitate histone methyl transferase activity. So, it is not surprising that upon β-actin depletion *Meg3* enrichment correlates with increased H3K27me3 levels given that PRC2 is recruited instead of the BAF complex [13]. On the other hand, the correlation between increased H3K27ac and *Meg3* in KO cells is less understood, but it might be involved in regulating gene promoter and its interaction with regulatory regions such as enhancers.

So, we started by exploring if in β-actin depleted cells *Meg3* binding at potential sites of H3K27 acetylation could be involved in controlling gene expression. In agreement with *Meg3* involvement in cell differentiation and metabolism [54], analysis of the RNAseq data in β-actin KO cells, showed that increased *Meg3* levels associate with differential expression of genes involved in metabolic pathways of chondroitin, heparan, dermatan sulfate, and phospholipases biosynthesis. Metabolomic profiling of WT and β-actin KO MEFs confirmed perturbations in chondroitin, heparan, and dermatan biosynthesis and phospholipases pathways in association with *Meg3* upregulation in the β-actin KO condition. Notably, *Meg3* is enriched at intergenic sites upstream the promoter of HS3ST3B1 (a gene that is central in the metabolic pathway leading to heparan biosynthesis). *Meg3* enrichment also peaked at an enhancer embedded within the gene promoter of the PLD5 gene (involved in phospholipase dependent metabolism). Both genes are downregulated and, in both cases, *Meg3* enrichment is at sites of increased H3K27ac levels. We next applied the ABC model for enhancer annotation to find out if *Meg3* could interfere with gene regulatory elements. We found that inhibition can be explained by a loss of activity-dependent (H3K27ac) promoter–enhancer interaction for HS3ST3B1 and, to a lesser extent, for the PLD5 gene. In contrast to HS3ST3B1 and PLD5, the PLCL1 gene is activated in the KO condition and *Meg3* binding seems to be lost from regulatory elements, including enhancers and promoter. f-RIP qPCR experiments show that *Meg3* directly binds to H3K27ac. Since knocking down Meg3 in the β-actin KO background rescues the levels of the HS3ST3B1, PLD5, and PLCL1 genes, we propose that upon β-actin *Meg3* plays a role in repressing gene expression by associating with regulatory elements, enhancers, and promoters, by interacting with H3K27acetylation (Fig. 7).

**Figure 7.**
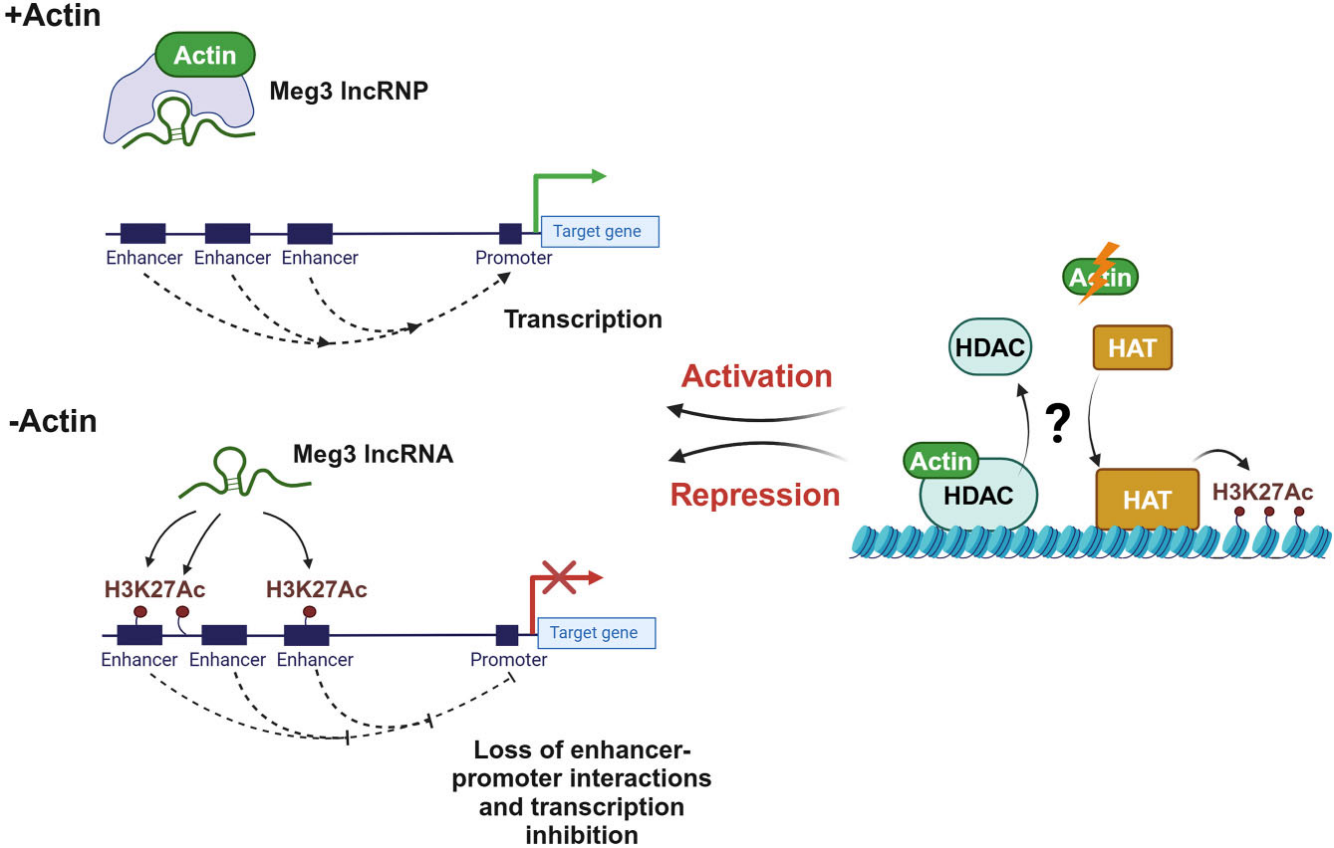
Proposed model showing the impact of β-actin on *Meg3* and its suggested role in genome organization. Upon β-actin depletion, the *Meg3* RNP is disassembled and *Meg3* binds to increased H3K27ac levels at gene regulatory regions and leads to transcription inhibition by interfering with promoter–enhancer interactions. We speculate that enhanced H3K27ac levels are a consequence of loss of HDACs recruitment that, in the absence of β-actin, is antagonized by HAT recruitment. Created in BioRender. Percipalle, P. (2025) https://BioRender.com/laojyaj

Compatible with the above model, ChIRP-MS results show that in the KO condition *Meg3* is primarily associated with histones in contrast to WT where *Meg3* binds β-actin and a set of hnRNP proteins. Early studies demonstrated that actin is a component of RNPs [19, 21]. In the 40S pre-mRNP/RNP fraction isolated from rat liver extracts [20], actin binds to core hnRNPs and these interactions are important for RNP assembly and transcription [17, 18, 21]. It is, therefore, possible that actin is a component of the *Meg3* RNP together with specific hnRNPs and that upon actin depletion the *Meg3* RNP is disassembled and *Meg3* binding to histones and thus, to the chromatin, is mediated by histone acetylation (see Fig. 7). We speculate that in the β-actin KO condition the lncRNA *Meg3* is not or only partially assembled into an RNP and this leads to *Meg3* collapse on the chromatin. We propose that *Meg3* binding to chromatin, is guided by enhanced H3K27ac levels. We speculate that this may be due to an actin-dependent loss of HDAC recruitment. So, serving as a decoy mechanism bound to the chromatin (referred to as sponging effect), we suggest that *Meg3* leads to a transcriptional block by affecting promoters and promoter–enhancer interactions, thus interfering with gene expression and key metabolic pathways.

## Supplementary Material

gkaf280_Supplemental_Files

# Supplementary material for: Nuclear actin-dependent Meg3 expression suppresses metabolic genes by affecting the chromatin architecture at sites of elevated H3K27 acetylation levels
**Source:** Nucleic Acids Res. 2025 Apr 14;53(7):gkaf280. doi: 10.1093/nar/gkaf280

## Supplementary figure legends

**Supplementary figure 1. Genome-wide association of *Meg3* lncRNA is altered in the absence of  $\beta$ -actin.** Merged replicates *Meg3* ChIRP-seq peaks coverage on WT (green) and NM1 KO MEFs (red) over mouse chromosomes, showing chromosome number and size.

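Supplementary Fig. S1 draws the peaks of each list along each chromosome, so it shows how many peaks there are and where, but not how strong they are. In windows of 1 Mb, the most crowded stretch in both lists was chromosome 13 from 66000001 to 67000000, with 29 KO and 55 WT peaks. Of these, 15 KO and 30 WT peaks had a repeated median 100-mer. The second most crowded was chromosome 12 from 115000001 to 116000000 in KO, with 18 peaks, and chromosome 13 from 68000001 to 69000000 in WT, with 17 peaks. Which chromosomes are crowded differed between peaks in and outside L1 repeats. Chromosomes 1, 10, 11 and 12 held 69.4% of the 925 KO peaks in L1 (95% interval 66.4 to 72.3%) but 18.4% of the 629 others (15.6 to 21.7%), and 73.1% of the 624 WT peaks in L1 (69.5 to 76.4%) but 12.5% of the 585 others (10.0 to 15.4%).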

**Supplementary figure 2. 

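Supplementary Fig. S2A and B average the peaks by their distance from the nearest TSS. Within 1 kb of a TSS, 38 KO peaks were upstream of it or at it and 85 downstream, and in WT these numbers were 24 and 57. Within 100 bp there were 33 KO peaks (2.12%, 95% interval 1.52 to 2.97%), against 15 in WT, a difference that did not pass a two-sided Fisher's exact test (p = 0.0803). Over all distances, 698 of the KO and 516 of the WT peaks were upstream.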

ChIRP peaks annotation and elevated binding at TSS in KO.** a) The Average Profile of ChIRP peaks binding to TSS region in WT and KO alone and upon b) overlapping, dark blue: KO; light blue: WT. c) heatmap of the *Meg3* ChIRP tags(reads), where more the tags fall in TSS we get redder shade. Heatmap of *Meg3* ChIRP peaks binding to TSS regions for WT and KO. d) UpSet plots for WT and e) KO datasets of the *Meg3* ChIRP, showing set data of *Meg3* ChIRP-seq over more than three intersecting sets. UpSet plots show intersections in a matrix, with the rows of the matrix corresponding to the sets, and the columns to the intersections between these sets. Genomic Regions, represent different regions of the genome that were bound by *Meg3* in the ChIRP-seq dataset. Each region corresponds to a specific genomic locus or set of loci. Intersection as connected dots represent the intersection of genomic regions and the *Meg3* binding. It indicates the specific genomic regions where the captured *Meg3* - lncRNAs were found. The Venn diagrams within the Upset plot illustrate the overlap between different sets of genomic regions and *Meg3*. The bar shows the count of occurrences for each combination of sets. It provides a visual representation of the distribution of genomic regions and *Meg3* peaks across different subsets in WT and Actin KO MEFs.

**Supplementary Figure 3. ChIRP peaks annotation shows *Meg3* preference in binding to specific genomic regions globally in KO vs WT.** a) ChIRP-seq peak Annotation of WT-specific, KO-specific peaks and shared *Meg3* peaks in percentages of exon/intron, intergenic, Noncoding/TTS/, UTR and promoter/TSS. b) Boxplots showing average change in expression of genes overlapping or closest to (in case of intergenic peaks) *Meg3* peaks. Only genes showing differential expression with FDR <0.05 were included in the analysis. Scale bar shows normalized

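In the deposited lists, introns held 398 KO peaks (25.6%) and 333 WT peaks (27.5%), and exons held 52 KO peaks (3.35%) and 58 WT peaks (4.80%). Transcription termination sites held 23 KO peaks (1.48%) and 11 WT peaks (0.91%). The 5′ UTR and 3′ UTR classes held 8 and 9 peaks in each list, and the non-coding class held 2 KO and 3 WT peaks. Peaks shared by both genotypes, the remaining group of Supplementary Fig. S3A, are not analysed here.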

RPKM. WT: RED, KO: Green, Shared peaks of WT and KO: blue. p-values based on two-tailed, two-sample Wilcoxon-rank sum test.

**Supplementary Figure 4. ChIRP-seq shows *Meg3* bindings to and around TSS in KO specific, WT specific peaks and Shared *Meg3* peaks.**

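The regions at the centre of these plots were narrow. The median width of a KO peak was 232 bp (quartiles 188 and 305 bp) and that of a WT peak 217 bp (quartiles 182 and 278 bp), and the lists covered 410421 bp and 300826 bp of the genome. The median 100-mer under a peak was repeated in the genome for 63.6% of KO peaks (95% interval 61.2 to 66.0%) and 57.7% of WT peaks (54.9 to 60.5%), against 5.24% and 4.90% of random positions of the same widths on the same chromosomes. Over such peaks, a read density depends in part on how the aligner places reads with several equal matches.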

Density plots and heatmaps displaying scaled-read densities for *Meg3* in 3Kb regions centered on WT-specific, KO-specific, and shared *Meg3* Peaks. Expression is plotted as average log2FoldChange.

**Supplementary figure 5.** Illustrations of the dermatan sulfate (a), heparan sulfate (b) and Chondroitin sulfate (c) biosynthesis generated by Ingenuity Pathway Analysis (Qiagen) demonstrating the overrepresentation of genes implicated in these pathways Predicted gene and metabolite expression and activities are highlighted. Predictions are based on the fold change in gene expression levels between KO and WT replicates (n = 42,594 genes).

**Supplementary Figure 6.** Illustrations of the phospholipases pathways generated by Ingenuity Pathway Analysis (Qiagen) demonstrating the overrepresentation of genes implicated in these pathways. Predicted gene and metabolite expression and activities are highlighted. Predictions are based on the fold change in gene expression levels between KO and WT replicates (n = 42,594 genes).

**Supplementary Figure 7.  $\beta$ -actin depletion affects accessibility at promoters of Metabolic genes.** IGVs (integrated genomic visualization) of individual *Meg3* ATAC-seq replicates for WT and  $\beta$ -actin KO conditions. Green: KO, Blue: WT. The reference gene body loci are shown at the bottom for Hs3st3b1 (a) Pld5 (b) and Plcl1(c). The y-axis represents RPKM (Reads Per Kilobase of sequence range per Million mapped reads) per bin. The range was set the same as in the image. shown below the tracks is the Gene body position for Hs3st3b1 (a) Pld5 (b) and Plcl1(c), (exon: box, intron: line).

**Supplementary Figure 8. *Meg3* depletion rescues the levels of Metabolic pathways genes in  $\beta$ -actin KO MEFs.** a) A PCA plot showing the differences and clustering of WT MEFs, KO MEFs and upon *Meg3* knockdown in WT MEFs +*Meg3* KD and KO MEFs + *Meg3* KD. b) KEGG pathways of genes enriched in  $\beta$ -actin KO MEFs + *Meg3* KD showing only 1605 genes involved significantly in metabolic pathways only. c) GO analysis of biological processes (BP) of the genes enriched in the KO MEFs + *Meg3* KD.

Supplementary figure 1

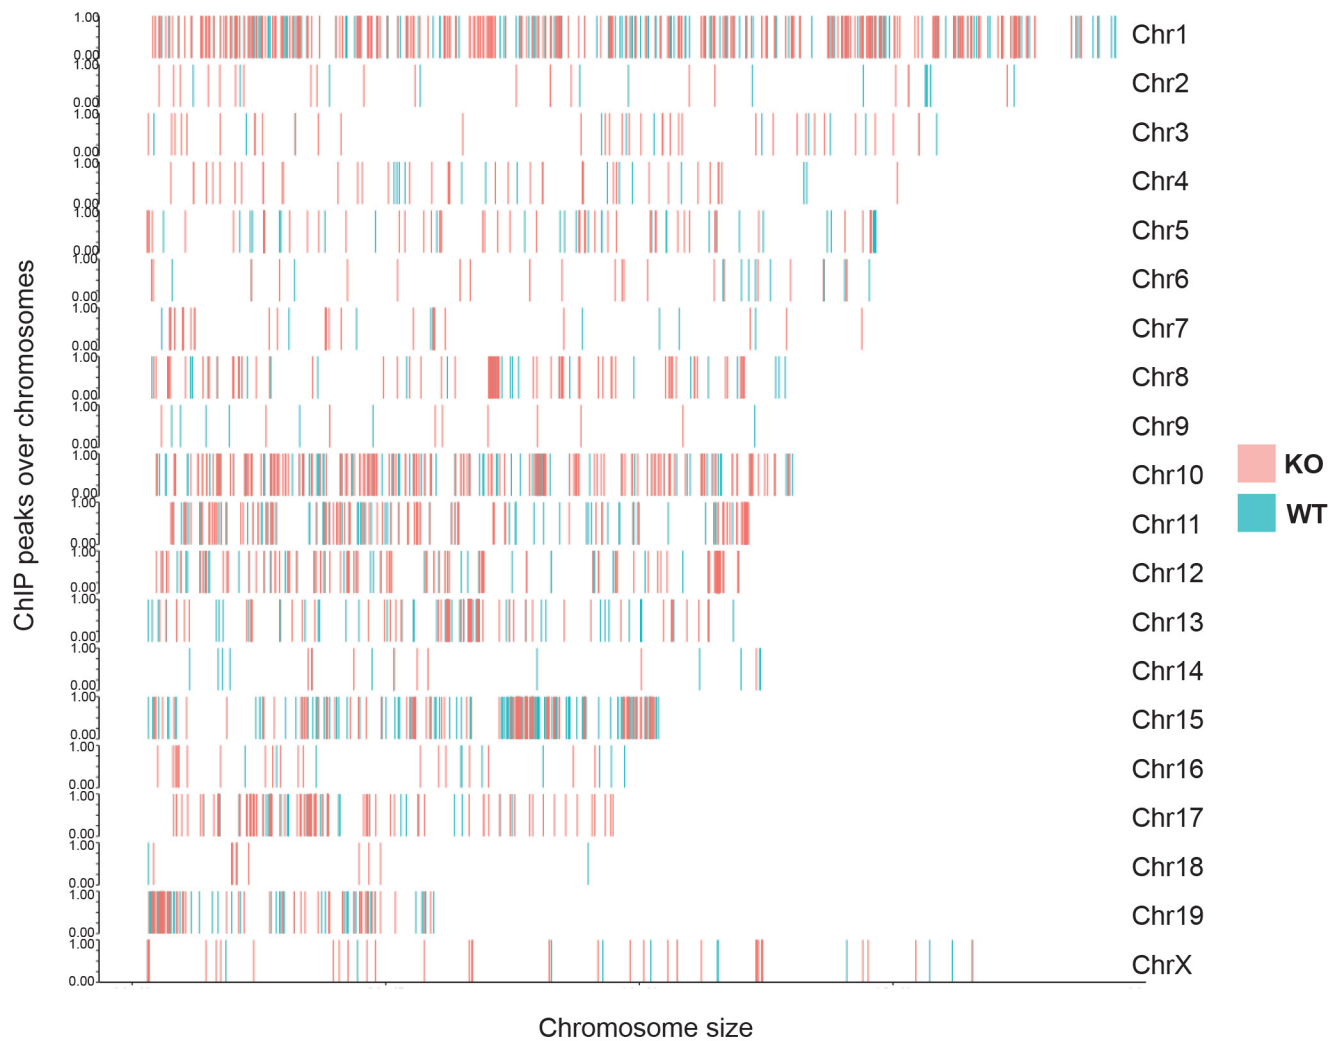

**a**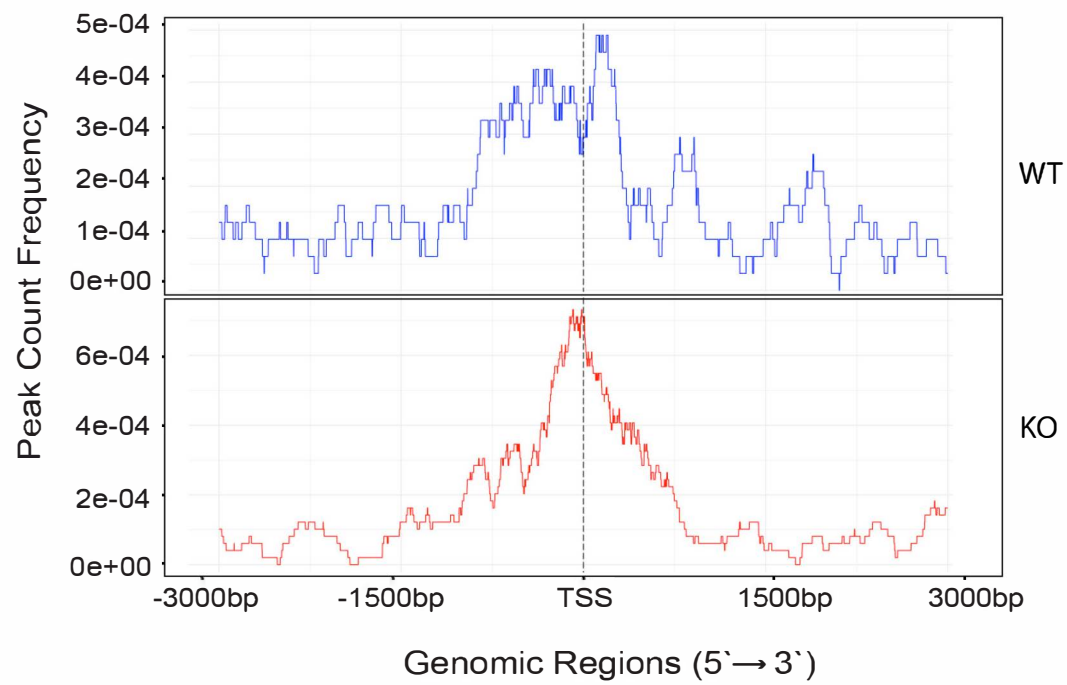**b**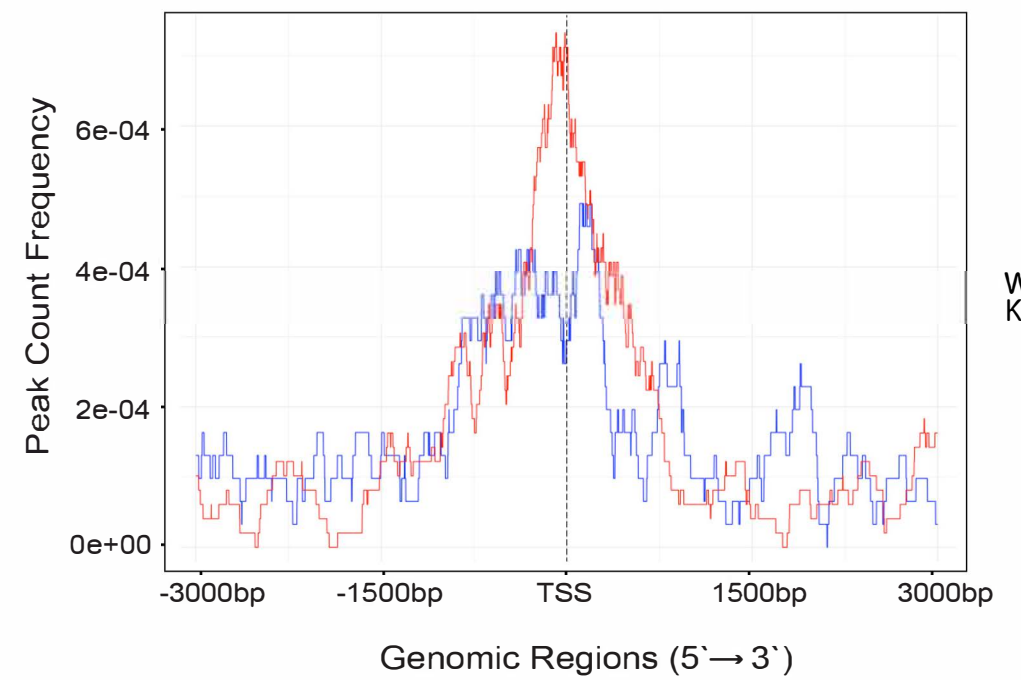**c**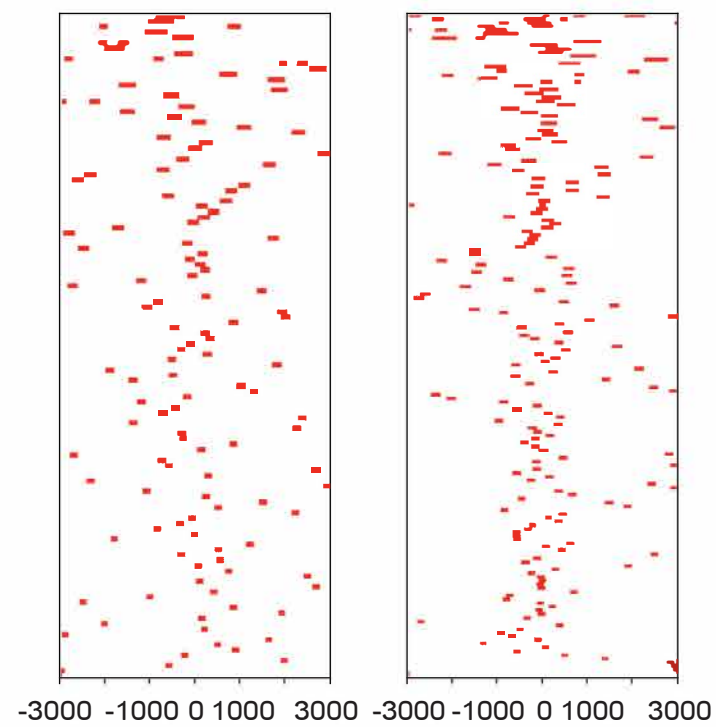**d**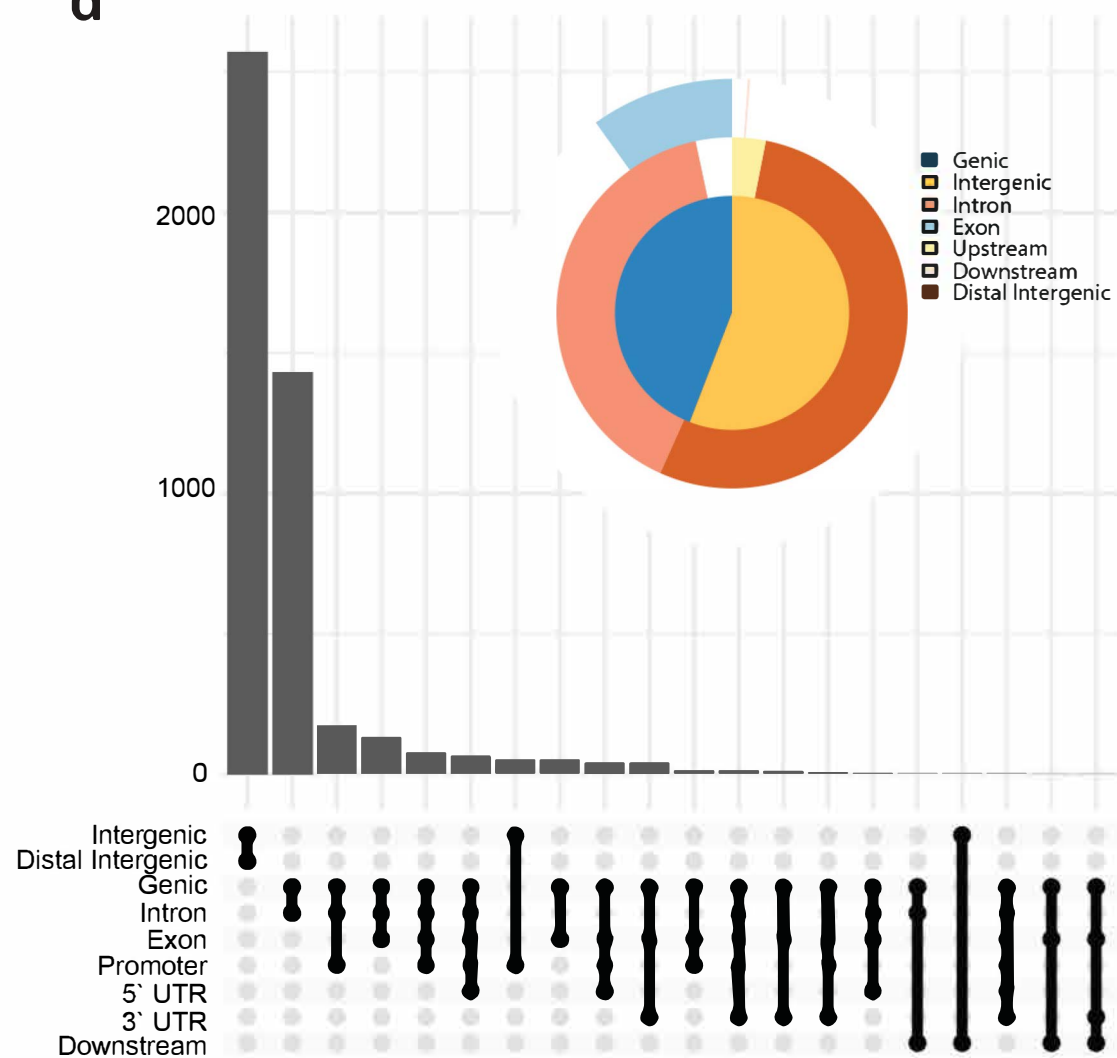**e**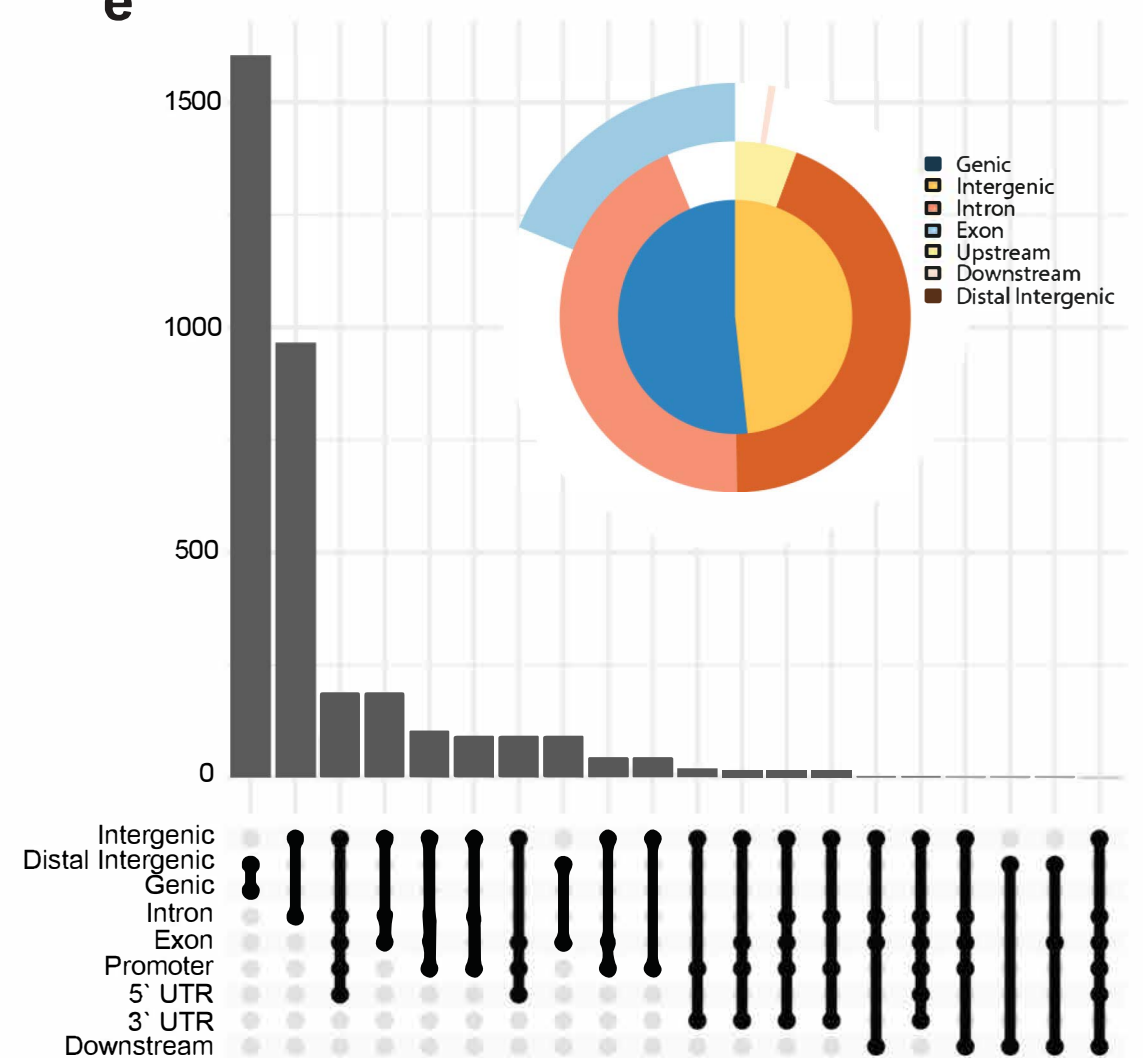

**a**

## ChIRP Peaks Annotations

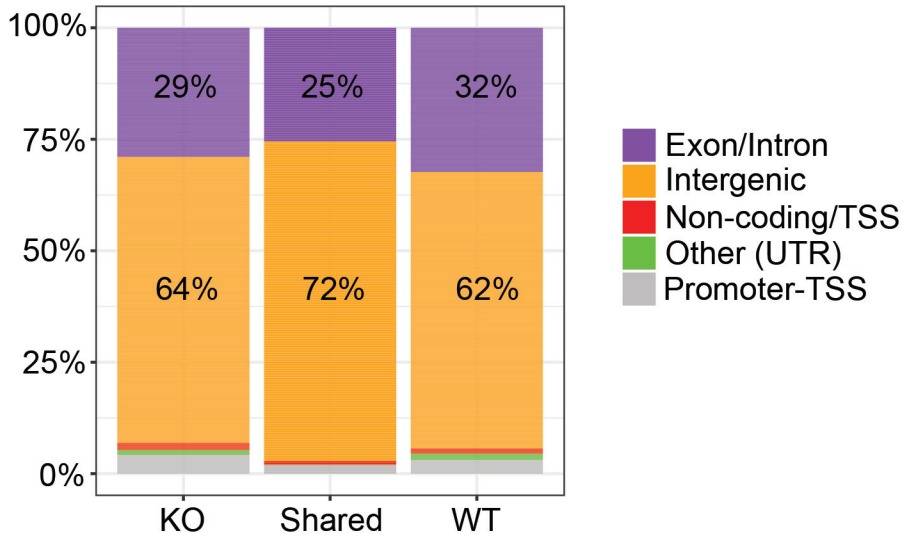**b**RNA-seq log<sub>2</sub>FC of DEGs (FDR<0.05) annotated with ChIRP peaks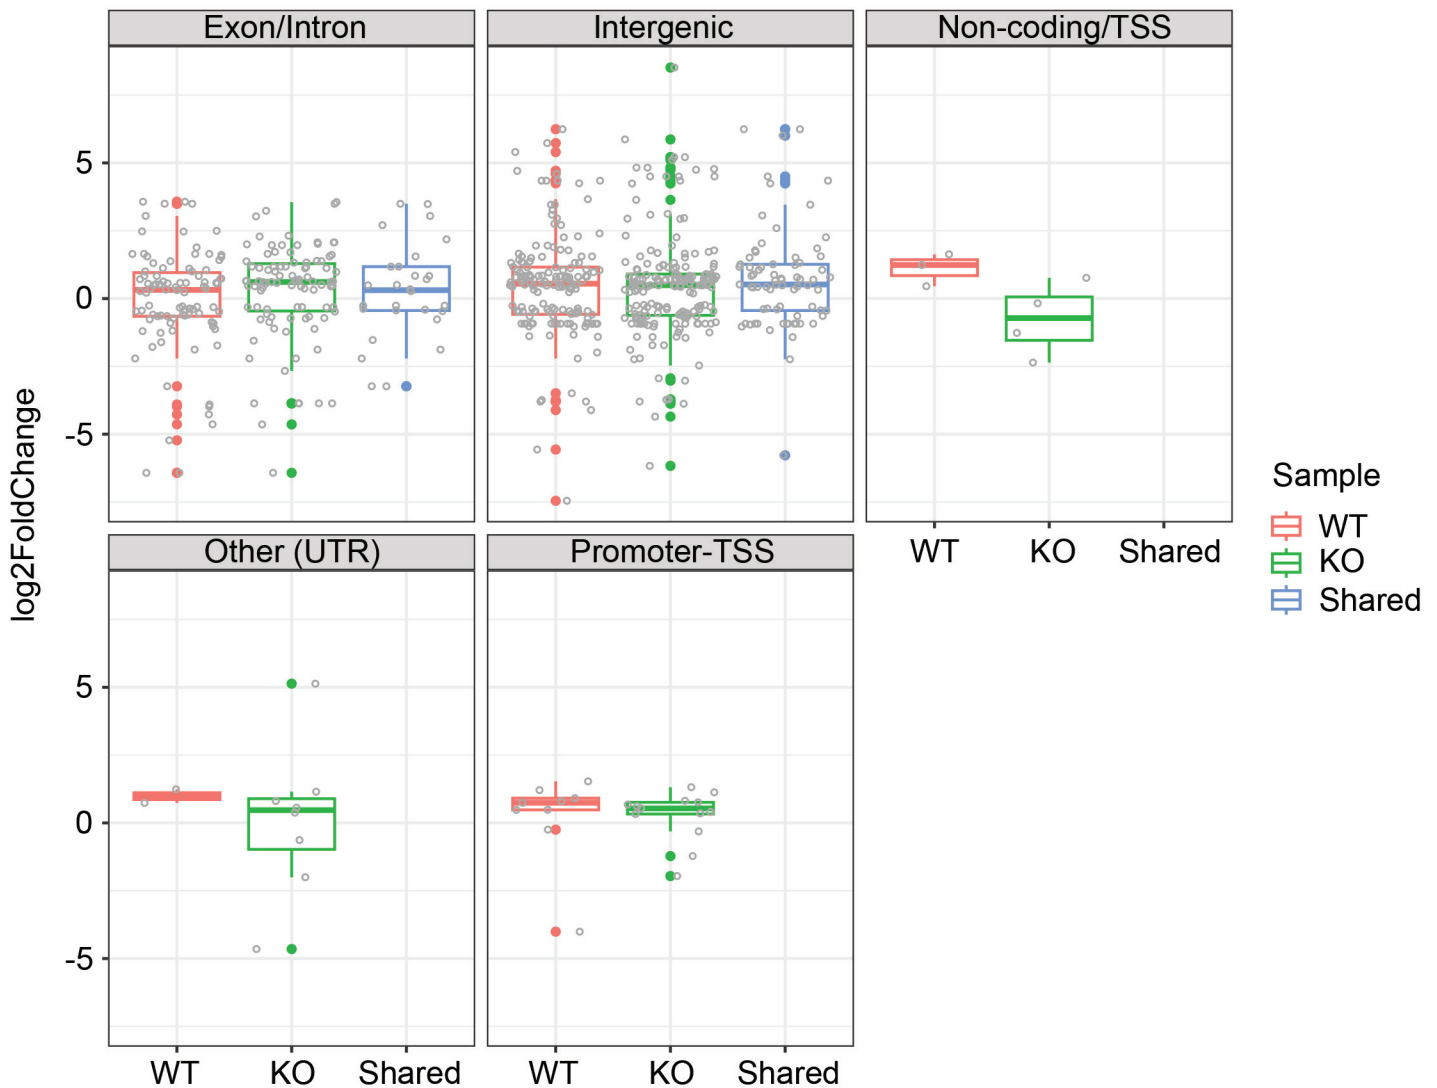

WT Specific ChIRP Peaks

KO Specific ChIRP Peaks

Common ChIRP Peaks

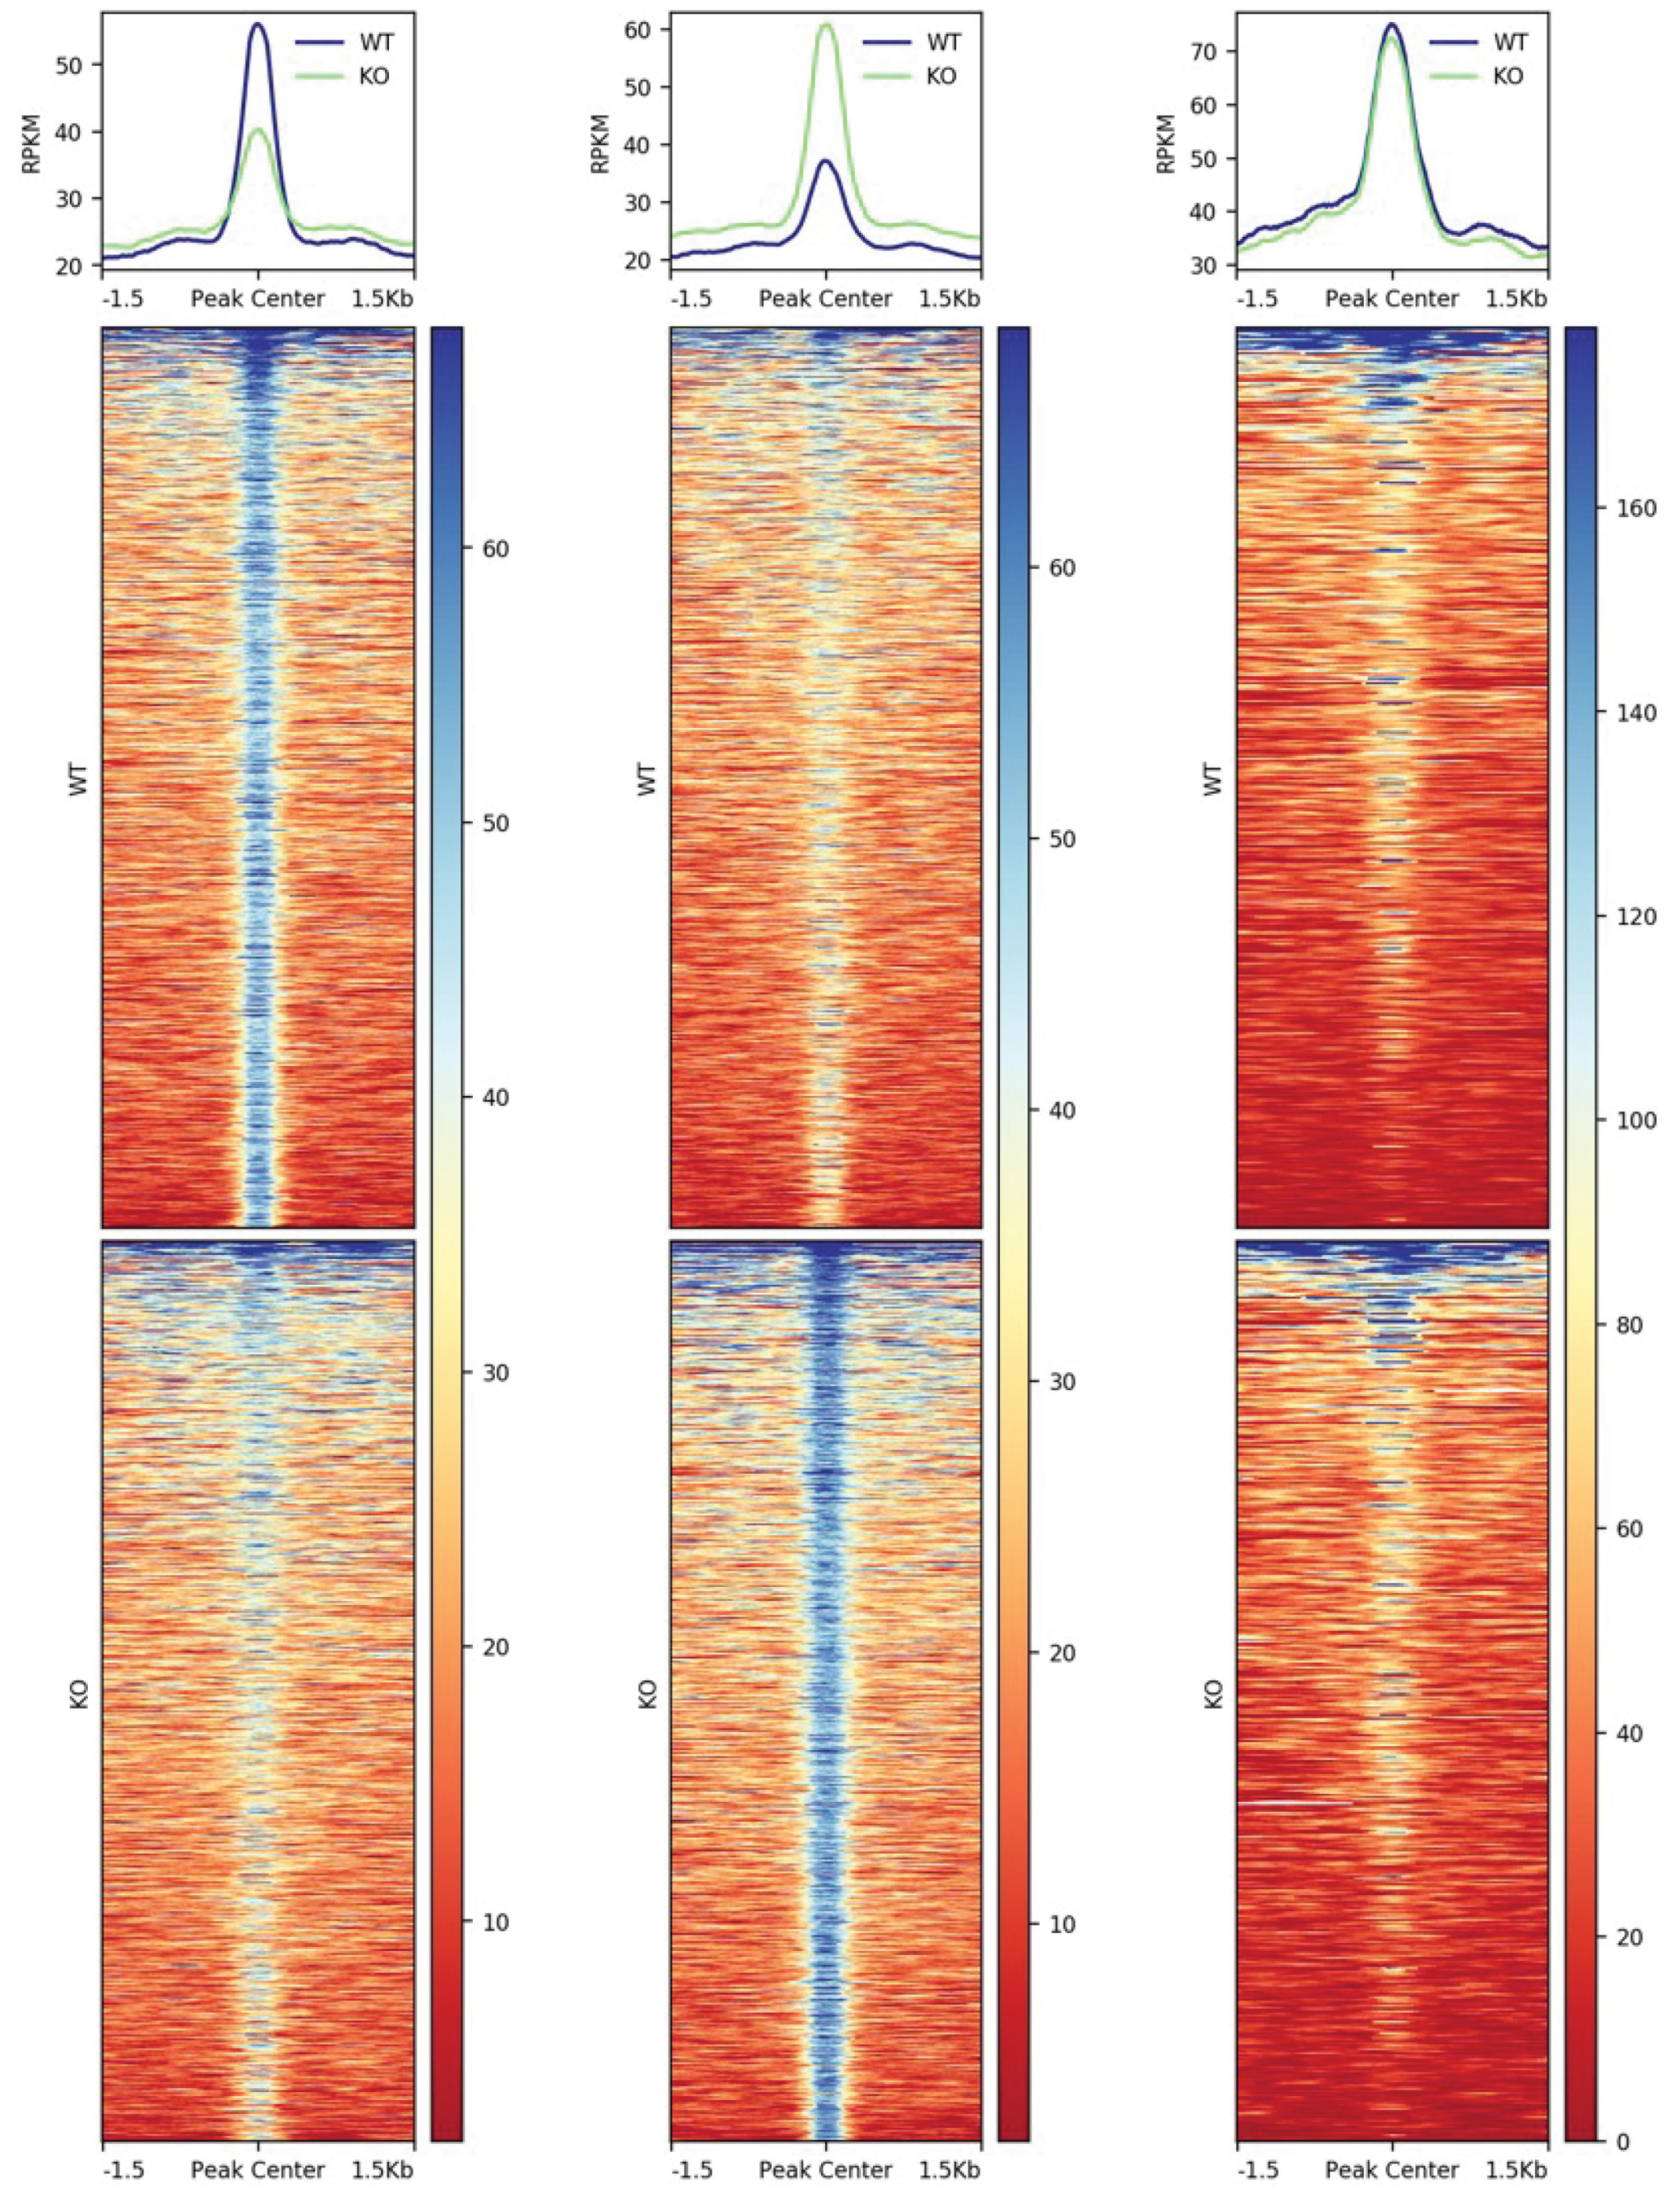

a

## Dermatan sulfate biosynthesis pathway

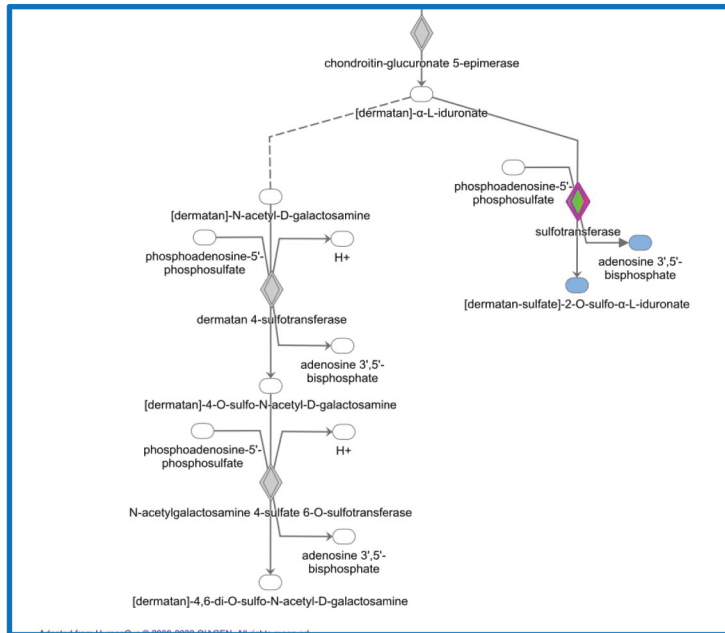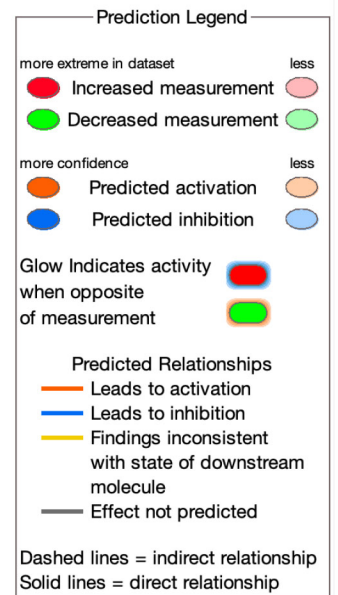

b

## Heparan sulfate biosynthesis pathway

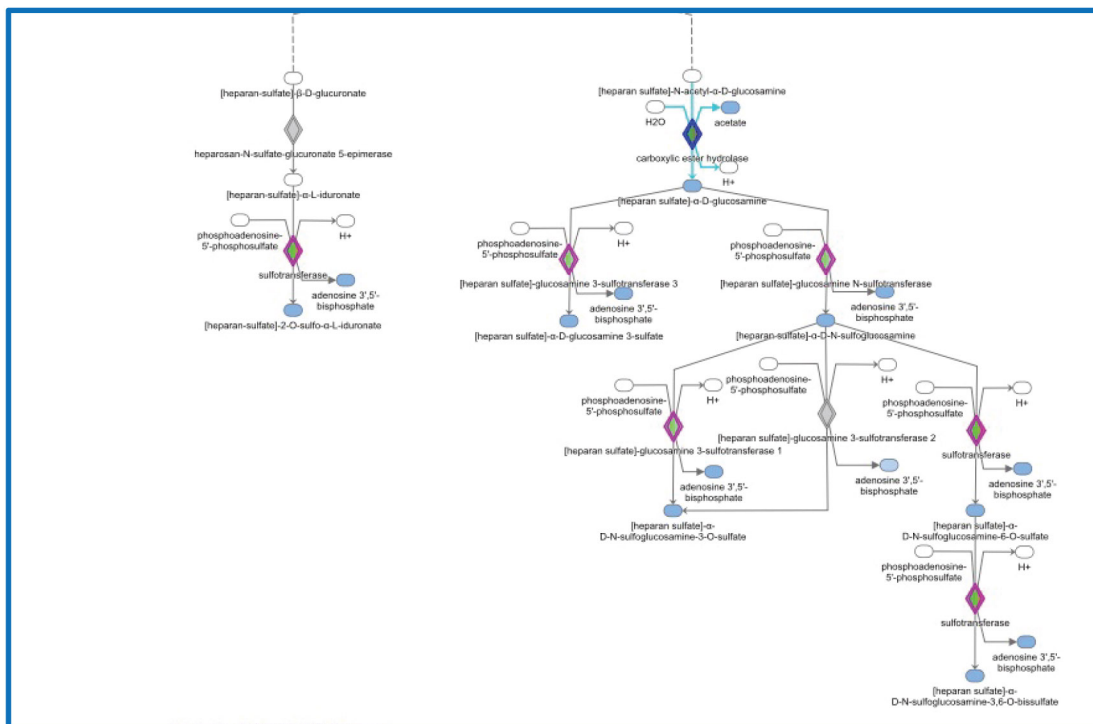

c

## Chondroitin sulfate biosynthesis pathway

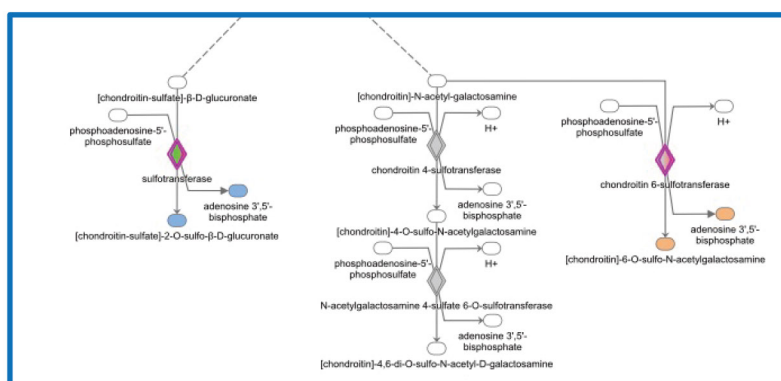

Phospholipases biosynthesis pathways

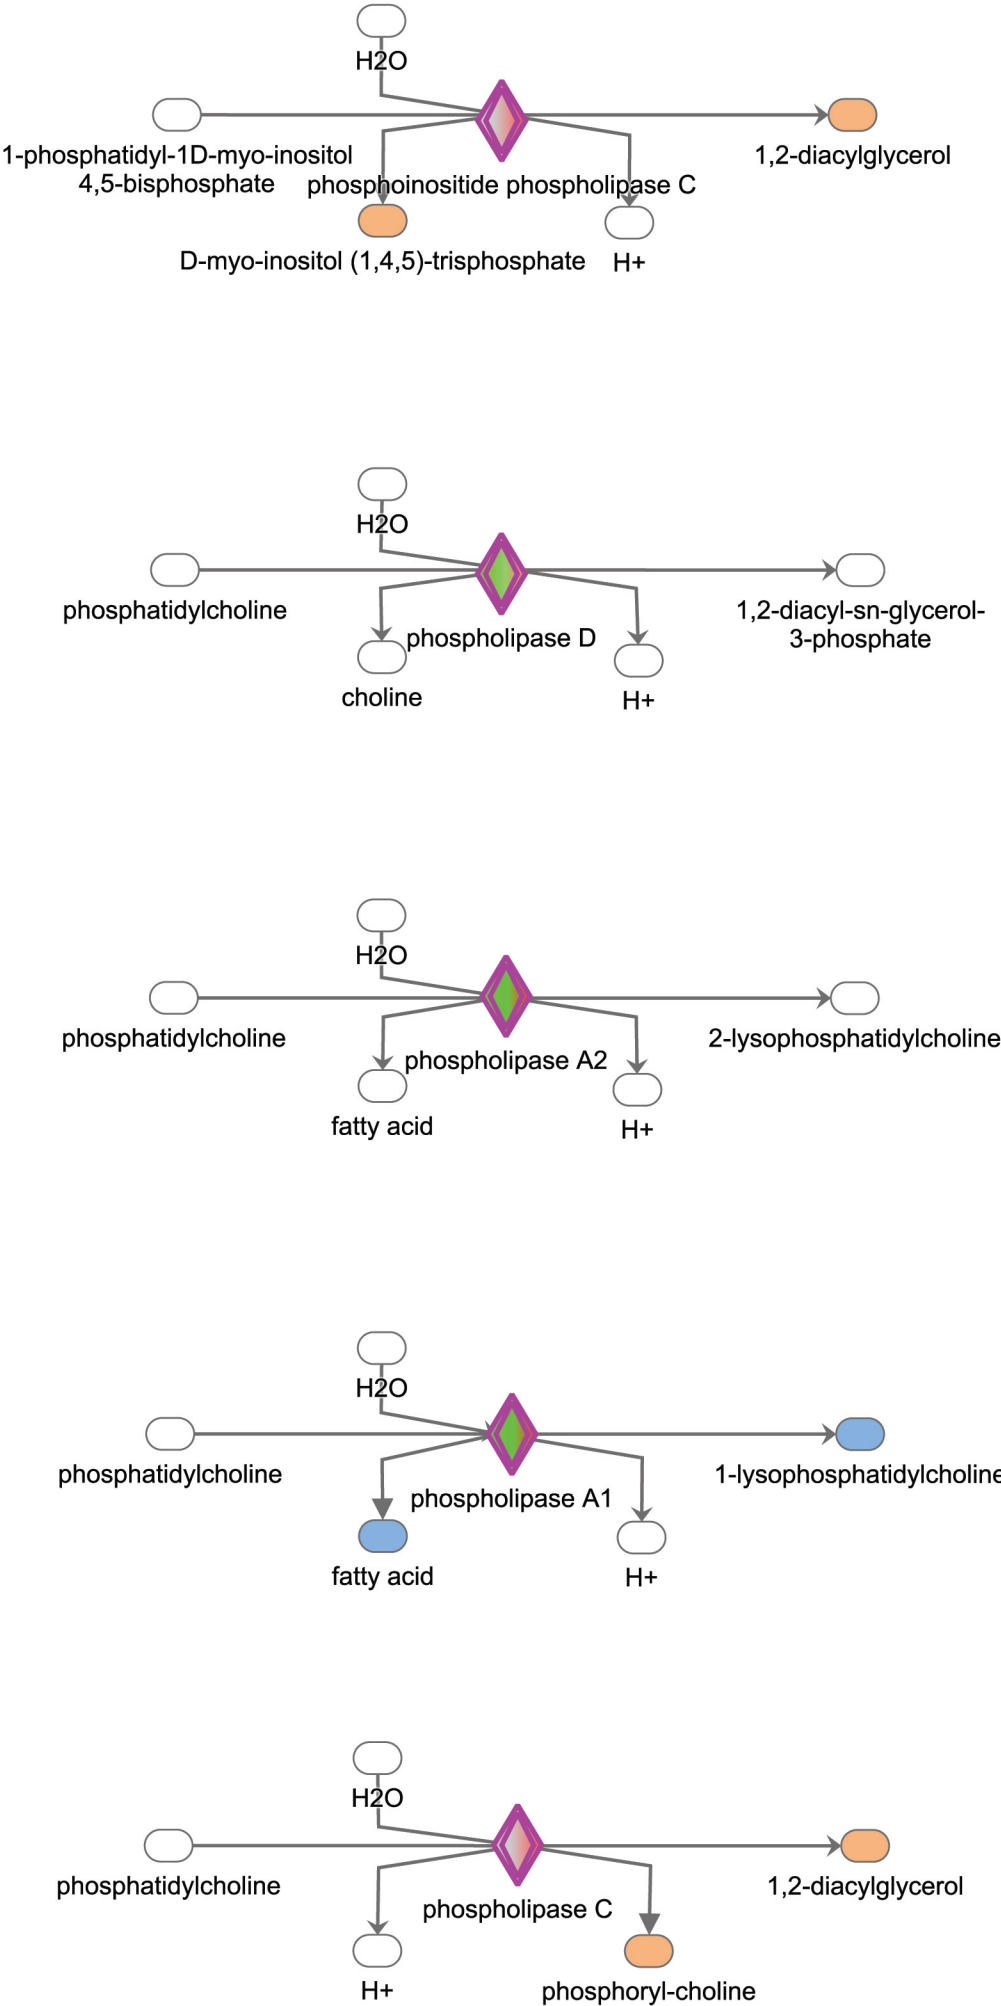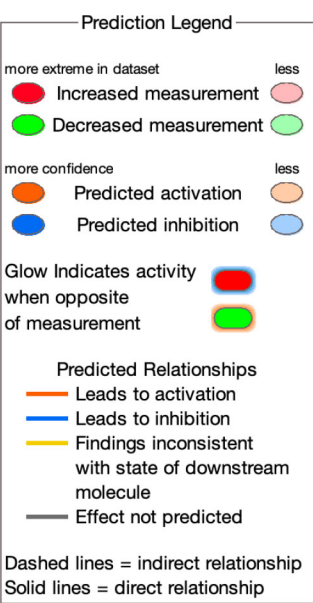

**a**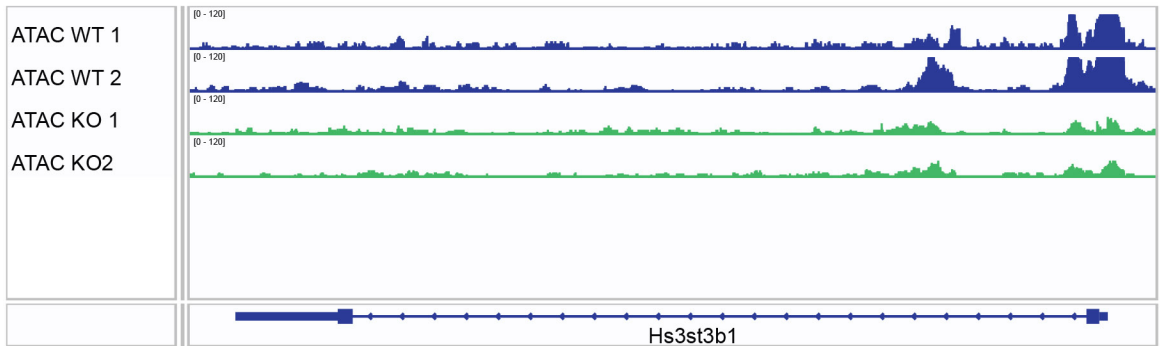**b**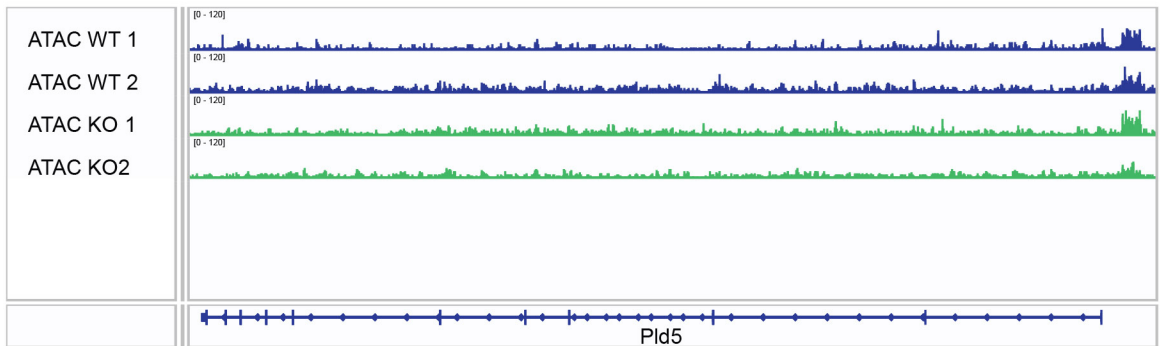**c**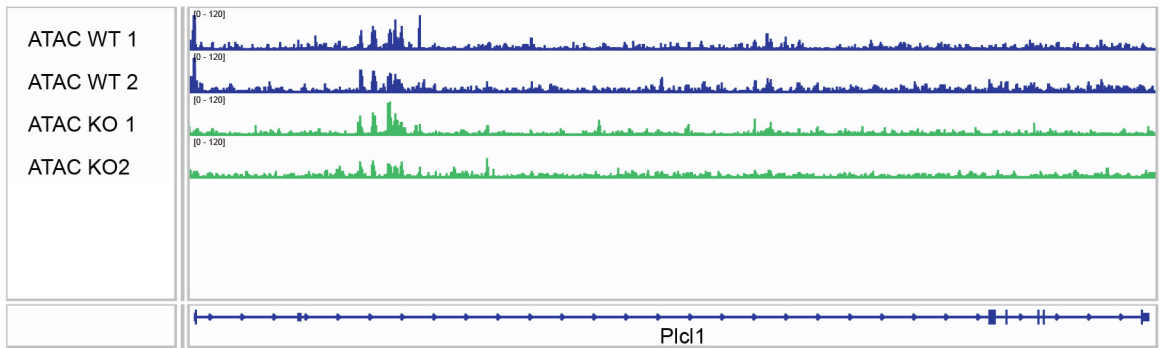

# Supplementary figure 8

a

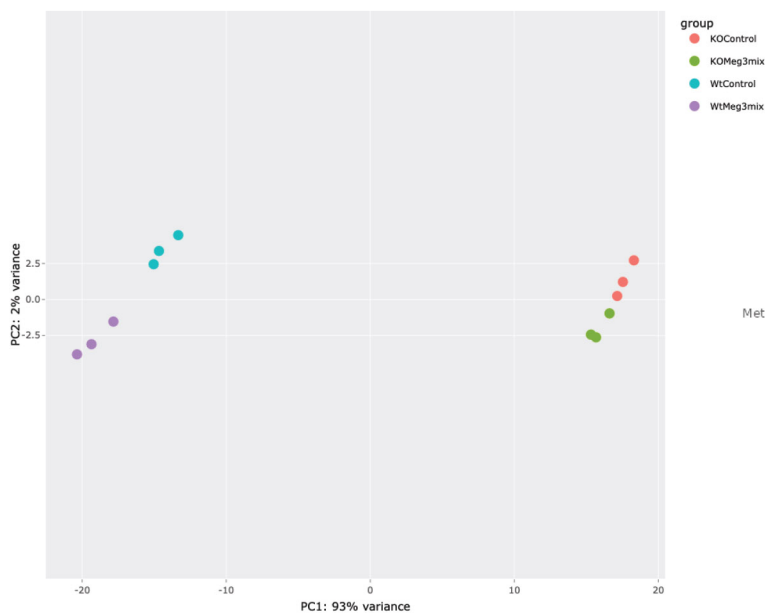

b

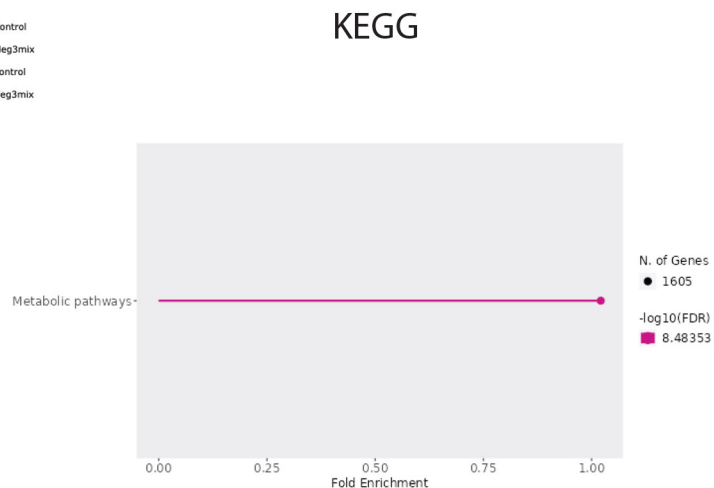

c

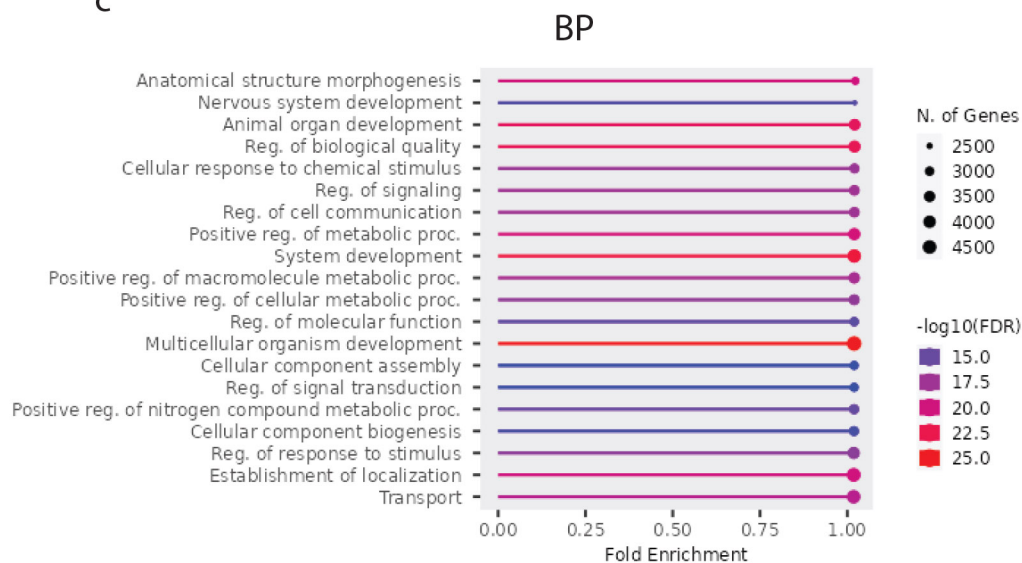

**Supplement:** gkaf280_Supplemental_Files

How the deposited data were processed for this re-analysis (not part of the article)

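*Meg3* ChIRP-seq peaks of WT and β-actin KO MEFs were analysed from the lists that the authors deposited, 1 per genotype. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with BWA-MEM, removed duplicates with PICARD, merged 4 libraries per genotype (2 from each of the odd and even probe pools) and called peaks with MACS2 against input. They removed peaks in blacklisted regions with bedtools, classed peaks as unique or shared with HOMER mergePeaks and annotated them with HOMER on mm10. The paper's ChIRP-seq methods give no versions for these tools. In the deposited lists, positions and distances to the TSS are in bp and are not normalized. The score that the authors deposited is 1 for every peak of both lists, so the strength of a peak is not known. The lists give no read counts, so the depth is unknown, and the intervals given for shares cover only the counting of peaks.

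WT and KO were compared as 1 pooled list each. All tests therefore take peaks as units and compare the 2 lists, not replicate cultures, and peaks are not independent of each other. Shares of peaks have Wilson 95% intervals and were compared by two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over 4 shares. A promoter peak is one that HOMER's category column calls promoter-TSS. Peaks were called shared when they overlapped by at least 1 bp, and overlaps, listed pathway genes and probe matches were compared with 1000 random placements that kept the chromosome and the width of each peak and avoided unknown bases. The listed pathway genes are those the paper's text names and not the whole pathways. Counts per chromosome were compared by a chi-square statistic with 100000 random draws.

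The sequence under each peak was taken from GRCm38. Every 31-mer and 100-mer of a peak was counted on both strands of chromosomes 1 to 19 and X, and the median over the peak was used. The 16 probes of the paper were compared with both strands of each peak. A peak was placed in an L1 repeat when the authors' HOMER annotation names a repeat of the L1 family for it. The lists name a repeat only for intergenic and intron peaks, so a peak of another category cannot be placed in L1. L1 peaks were also aligned with BLAST+ to the sequence around each peak of *Hs3st3b1*, *Pld5* and *Plcl1*, extended by 8000 bp on each side, and were counted when at least 80% of their bases aligned.

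The genes named in the text are *Meg3*, *Hs3st3b1*, *Pld5*, *Plcl1*, the listed pathway genes that carry a peak, *Bvht*, *Malat1*, *H19*, *Actb* and the gene with the most peaks in each list. Genes of the highest-scoring peaks were also to be named, which equal scores made impossible. The alternatives were another overlap rule, another distance to the TSS, leaving out the 3 chromosomes with the most peaks per Mb over both lists combined, merging peaks within 1 kb and leaving out peaks over 100 kb from the TSS. Leaving out L1 peaks and keeping only peaks whose median 100-mer occurs once were added after the data were seen. Comparisons of scores, and alternatives based on scores, were not run.

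The methods were tested on simulated data. Planted copy numbers were recovered in 100 of 100 windows for each length, and overlap counts differed from a direct count in 0 of 400 cases. Unrelated simulated lists were called as sharing peaks in 0 of 100 cases. Unchanged chromosome tables were called different in 5 of 100 cases between lists and in 8 of 100 cases against length. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and BLAST+ 2.17.0. The other experiments of the paper have no values in these lists and were not analysed.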

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

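Every test of this part was chosen after the result it concerns was seen, except the comparison of L1 peaks with single-copy and with repeated sequence, which was set before its value was seen.

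Most peaks of both lists are centred in an L1 repeat, a signal that the paper does not report for ChIRP-seq. The share was 59.5% of KO peaks (925 of 1554, 95% interval 57.1 to 61.9%) and 51.6% of WT peaks (624 of 1209, 48.8 to 54.4%). The lists differed by 7.91 percentage points (two-sided Fisher's exact test, p = 3.54e-05), by 6.57 points without the 3 chromosomes with the most peaks per Mb over both lists combined (Fisher's exact test, p = 0.00715) and by 8.55 points with peaks within 1 kb merged (Fisher's exact test, p = 1.45e-05). Without those 3 chromosomes the share was 56.2% in KO and 49.65% in WT (95% interval 46.0 to 53.3%). In WT, L1 peaks were then no longer the majority. The lists name a repeat only for intergenic and intron peaks, so L1 sequence in other categories is not counted. The L1 peaks of these lists held no longer probe matches than the other peaks. The mean longest probe match in L1 peaks minus that in other peaks was -0.0673 bases in KO (permutation p = 0.147) and -0.0725 bases in WT (permutation p = 0.211). DNA recovered by the probes themselves could give peaks in both genotypes, and overlapping peaks appear to have been taken out of both lists. Whether probes recovered L1 sequence at such sites therefore cannot be told. The placement of reads from near-identical copies also stays open, since the median 100-mer was repeated in the genome for 90.1% of the L1 peaks in KO and 89.7% in WT. Such reads may have come from other copies than those where the peaks lie. The depth of the libraries and of the input is unknown and was not tested, and a biological difference between the genotypes was not tested either, since each has 1 pooled list.

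The L1 peaks lie mostly on chromosomes 1, 10, 11 and 12, which held 1098 of the 1549 L1 peaks (70.9%, 95% interval 68.6 to 73.1%). The tables argue against a larger number of such L1 copies there, since these chromosomes hold 20.2% of the genomic copies of the 100-mers of the L1 peaks. They held 15.6% of the peaks outside L1, below their 21.6% of the length. Whether the cells carry extra copies of these chromosomes cannot be told from this. Peaks outside L1 were themselves spread unevenly over the chromosomes, and peaks were called against input. Chromosomes 1, 10, 11 and 12 are the first 4 when chromosome names are sorted alphabetically. Whether the order itself plays a part cannot be told apart from chance, since it was noticed on these 4 chromosomes and they cannot test it. Over the other 16, L1 peaks per genomic copy of their 100-mers had a Spearman rho with the alphabetical rank of -0.209 in KO (permutation p = 0.435; Pearson r -0.398, permutation p = 0.131) and -0.353 in WT (permutation p = 0.182; Pearson r -0.55, permutation p = 0.0259). Of these 4 correlations the WT Pearson r alone passed, before any adjustment. Of L1 peaks whose median 100-mer occurs once, 17.3% (27 of 156, 95% interval 12.2 to 24.0%) lay on these 4 chromosomes, against 76.9% (1071 of 1393, 74.6 to 79.0%) of L1 peaks with a repeated one. The share differed with the number of copies. It was 21.9% (43 of 196, 16.7 to 28.2%) with 2 to 99 copies, which argues against a step that acts on sequence with few copies, and 85.9% (1028 of 1197, 83.8 to 87.7%) with at least 100 copies. A candidate explanation is a step in the processing of reads with many equal matches that favours these chromosomes. It was found and tested on the same lists, and the aligned reads that would show it are not among the deposited lists. It may reach other sequence with many copies: of the 26 peaks outside L1 with at least 100 copies of the median 100-mer, 38.5% lay on these chromosomes (95% interval 22.4 to 57.5%), above their share of the length. This rests on the KO list, with 8 of 14 such peaks, against 2 of 12 in WT. No biological explanation was tested.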

How the results depend on the processing

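All alternatives were set before the data were examined except those that leave out L1 peaks or keep only peaks whose median 100-mer occurs once, and those for the L1 share, which were chosen after the data were seen. Since no peaks overlap, genotype-specific peaks are the same peaks as all peaks unless a gap is allowed, and 8 values that repeat another for this reason are not counted. Of the other 91 values computed under an alternative, 48 kept their direction and their side of the threshold or stayed close to the reported value, 27 moved, 7 became stronger, 4 weaker and 5 reversed. Where a count moved because peaks were left out, the smaller list is the cause by construction; otherwise the cause was not tested.

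Without chromosomes 1, 15 and 19, which have the most peaks per Mb over both lists combined, the lists held 1021 KO and 713 WT peaks. The promoter share then differed by 2.02 percentage points (Fisher's exact test, p = 0.0257), and the share within 1 kb of a TSS by 3.61 points (Fisher's exact test, p = 0.00406), where neither difference passed over all chromosomes. Over the alternatives, the p-value of the promoter share ran from 0.0129 to 0.851 and that of the share within 1 kb from 0.00406 to 0.851 (Fisher's exact tests).

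Shared peaks numbered 0 under every overlap rule tried except a gap of up to 1000 bp, where 125 KO peaks lay beside a WT peak (permutation p = 0.002). With the same gap, the number was 35 without L1 peaks and 35 with only peaks whose median 100-mer occurs once (permutation p = 0.002 for each, the smallest that 1000 placements can give). The direction against random placement turned in these 3 cases.

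Without L1 peaks, the lists held 629 KO and 585 WT peaks, and with only peaks whose median 100-mer occurs once they held 565 and 511. Since the lists name a repeat only for intergenic and intron peaks, leaving out L1 peaks can remove no promoter or exon peak and raises their shares by construction; the single-copy setting is free of this. The ratio of KO to WT peaks was then 1.08 and 1.11. The promoter share differed by 4.01 and 3.81 points (Fisher's exact tests, p = 0.0129 and p = 0.028). The exon and intron share differed by -7.42 and -9.46 points (Fisher's exact tests, p = 0.00857 and p = 0.00169). The share within 1 kb of a TSS differed by 5.55 points without L1 peaks (Fisher's exact test, p = 0.011) and by 4.60 points with single-copy peaks, which did not pass (Fisher's exact test, p = 0.0526). Probe matches no longer differed from random placement, with means of 8.15 bases in KO and 8.13 bases in WT without L1 peaks (permutation p = 0.464 and p = 0.498), and 8.16 and 8.14 bases with single-copy peaks (permutation p = 0.665 and p = 0.759).

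Genes in both lists numbered 163 with only peaks within 100 kb of the TSS. Without L1 peaks, 456 genes were named in KO, 429 in WT, 82 in both, 374 in KO alone and 347 in WT alone. With single-copy peaks these numbers were 386, 377, 80, 306 and 297. The listed pathway genes with a KO peak fell to 0 under both settings, from 3 over all peaks. The comparison of this count with random placement, set before the data were examined (one-sided permutation p = 0.235 in KO and p = 0.72 in WT over all peaks), says little about the pathways, since the list holds only part of their genes and includes the 3 that the paper selected for Fig. 6. The peaks of *Hs3st3b1* numbered 0 in KO and 0 in WT within 100 kb, without L1 peaks and with single-copy peaks. Those of *Pld5* and *Plcl1* in KO numbered 0 without L1 peaks and 0 with single-copy peaks, and were 1 and 3 within 100 kb.

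The intergenic share and the counts per chromosome kept their direction and their side of the threshold under every alternative run for them that changed the peaks used. Alternatives based on the peak score (a minimum score and equal-sized lists of the highest-scoring peaks) and the comparison of scores between shared and other peaks were not run, because every score is 1. No paired analysis was possible because each genotype has 1 pooled list. The unknown depth limits every comparison of the number of peaks between the genotypes, since a deeper library gives more peaks.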

Differences from the paper's values

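The comparison with counts of distinct genes was made after the values were seen. All other settings named here were set before the data were examined.

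The deposited lists held 1554 KO peaks against the paper's 720, and 1209 WT peaks against the paper's 550. Without the 3 chromosomes with the most peaks per Mb over both lists combined the numbers were 1021 and 713, which are within 1.5 times of the paper's. This does not account for the gap, since the paper's numbers equal the counts of distinct genes given below. Merging peaks within 1 kb gave 1464 and 1141, which are not within 1.5 times. Peaks in both lists numbered 0 against the paper's 288. None of the alternatives set before the data were examined closed the gap, the nearest being 125 with a gap of up to 1000 bp. Since overlapping peaks appear to have been taken out of both lists, 0 would follow by construction and the comparison cannot test the paper's number. Counted as distinct nearest genes, a count chosen after the values were seen, 720 were named in KO alone, 550 in WT alone and 288 in both, which equal the paper's numbers. The paper's legend of Fig. 3E words its numbers as peaks of bound genes.

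The promoter share in KO was 4.18% against the paper's 21.68%, and none of the alternatives set before the data were examined closed the gap, the nearest being 10.6% within 3 kb of a TSS. These shares are not the same measure. The paper's promoter class reaches beyond 1 kb, while the promoter-TSS peaks of the KO list lay from -901 to 352 bp of the TSS. Shared peaks also appear to be missing from the deposited lists. In WT it was 3.06% against the paper's 9.64%, and within 3 kb of a TSS it was 10.3%, within 1.5 times of the paper's value; leaving out 3 chromosomes or merging peaks did not close the gap. The share of KO peaks within 1 kb of a TSS was 7.92% against the paper's 15.82%. Counting peaks within 3 kb gave 10.6%, which is within 1.5 times of the paper's value. That is a wider distance than the paper's 1 kb, so it does not account for the gap. Leaving out 3 chromosomes or counting within 100 bp did not bring the share within 1.5 times. In WT the share within 1 kb was 6.70% against the paper's 5.91%, already within 1.5 times. Counting within 3 kb gave 10.3% in WT, which was no longer within 1.5 times. For genotype-specific peaks, the paper's shares are near those of the deposited lists. They are about 4% promoter, about 64% intergenic and about 29% exon or intron in KO in Supplementary Fig. S3A, read by eye, against 4.18%, 64.2% and 29.0% here. In WT they are about 3%, about 62% and about 32% in Supplementary Fig. S3A, read by eye, against 3.06%, 62.03% and 32.3% here.

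Genes named by KO peaks numbered 1008 against the paper's 1551, and 732 with only peaks within 100 kb of the TSS, so that the alternative set before the data were examined did not close the gap. The KO list held 1552 peaks with a gene name, and 1558 genes were named in either list; both counts are within 1.5 times of the paper's and were looked at after the values were seen.

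The paper describes a higher promoter share in KO. The share was higher in KO by 1.12 points, which did not pass the test over all peaks (two-sided Fisher's exact test, p = 0.128). Fig. 6E draws the 3 marks at *Plcl1* on the WT track, whereas the deposited KO list held 3 peaks for *Plcl1* and the WT list 0. The paper describes the *Hs3st3b1* site as gained in KO, and the WT list also held 1 peak for this gene, with 2368 bp between the peaks.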

Other observations

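In this part, the tests for overlaps taken out of the lists and for peaks in proportion to the number of genes, and the check with 1 peak per 10 kb, were chosen after the result was seen; the other tests were set before their values were seen.

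Peaks outside L1 repeats were also concentrated on a few chromosomes, with a chi-square against length of 682 in KO and 1393 in WT (permutation p = 1e-05 for each, the smallest that 100000 draws can give). In WT, chromosome 15 held 141 of the 585 such peaks, or 1.36 per Mb, against a median of 0.0784 per Mb over the chromosomes. The tables argue against sequence present in several copies, since peaks with a single-copy median 100-mer gave 838 in KO and 1517 in WT, and against a few short clusters, since peaks merged within 100 kb gave 394 and 743 (permutation p = 1e-05 for each). They also argue against a spread in proportion to the number of genes, with a chi-square against the number of TSSs of 609 in KO and 1367 in WT (permutation p = 1e-05 for each). Whether gene density contributes cannot be told apart from chance across 20 chromosomes: peaks outside L1 per Mb and TSSs per Mb had a Spearman rho of 0.379 in KO (permutation p = 0.0996; Pearson r 0.309, permutation p = 0.185) and 0.397 in WT (permutation p = 0.0838; r 0.207, permutation p = 0.393). The Benjamini-Hochberg adjusted permutation p = 0.0996 for both, and without the 2 farthest chromosomes r was 0.513 and 0.41. Depth, copy number of chromosomes in the cells and biological explanations were not tested.

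KO and WT peaks never overlapped, yet 125 KO peaks lay within 1000 bp of a WT peak. Overlapping peaks appear to have been taken out of both lists, as the paper's methods class peaks into unique and shared ones. This would leave no overlap together with such neighbours. Shared repeats do not explain the neighbours alone, since 35 KO peaks outside L1 lay within 1000 bp of a WT peak outside L1, against a random mean of 0.84 (permutation p = 0.002). No biological explanation was tested.

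Of the 1549 L1 peaks, 1329 aligned over at least 80% of their bases to the sequence around the KO peak of *Hs3st3b1*, 800 from KO and 529 from WT. Along it, the largest gap between the cumulative shares of the lists was 0.0906 (two-sided permutation p = 0.0104), with medians 252 bp apart, and with 1 peak per 10 kb it was 0.0863 (permutation p = 0.0393). The lists may use somewhat different parts of the element, although the placement of reads among near-identical copies stays open and each genotype has 1 list. It is 1 of 6 such windows to which the L1 peaks were aligned, and the positions were compared in this window alone.

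Genes named in KO alone outnumbered genes in both lists by a ratio of 2.5. Without L1 peaks the ratio was 4.56, but it also rose with only peaks within 100 kb of the TSS, to 3.49, since leaving out peaks lowers the number of genes in both lists faster. Whether L1 peaks account for the pattern therefore stays open. No biological explanation was tested.

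No peak of either list was annotated to *Meg3*, *Actb*, *Bvht*, *H19* or *Malat1*. Overlapping peaks appear to have been taken out of both lists, so a site found in both genotypes would be missing here. The absence of a peak at *Meg3* therefore does not show whether its locus was recovered. The peak nearest to *Meg3*, which lies on chromosome 12 from 109540996 to 109571729, was 4053720 bp away in KO and 967116 bp away in WT. The peaks nearest to *Malat1* were 45453 bp away in KO and 30698 bp away in WT. The gene with the most peaks was *Mir6388* in KO, with 17 peaks on chromosome 12 from 115105518 to 115832738, and *2410141K09Rik* in WT, with 35 peaks on chromosome 13 from 66284651 to 66667365.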
